# Single-cell profiling reveals an endothelium-mediated immunomodulatory pathway in the eye choroid

**DOI:** 10.1084/jem.20190730

**Published:** 2020-03-20

**Authors:** Guillermo L. Lehmann, Christin Hanke-Gogokhia, Yang Hu, Rohan Bareja, Zelda Salfati, Michael Ginsberg, Daniel J. Nolan, Santiago P. Mendez-Huergo, Tomas Dalotto-Moreno, Alexandre Wojcinski, Francisca Ochoa, Shemin Zeng, Juan P. Cerliani, Lampros Panagis, Patrick J. Zager, Robert F. Mullins, Shuntaro Ogura, Gerard A. Lutty, Jakyung Bang, Jonathan H. Zippin, Carmelo Romano, Gabriel A. Rabinovich, Olivier Elemento, Alexandra L. Joyner, Shahin Rafii, Enrique Rodriguez-Boulan, Ignacio Benedicto

## Abstract

The activity and survival of retinal photoreceptors depend on support functions performed by the retinal pigment epithelium (RPE) and on oxygen and nutrients delivered by blood vessels in the underlying choroid. By combining single-cell and bulk RNA sequencing, we categorized mouse RPE/choroid cell types and characterized the tissue-specific transcriptomic features of choroidal endothelial cells. We found that choroidal endothelium adjacent to the RPE expresses high levels of Indian Hedgehog and identified its downstream target as stromal GLI1^+^ mesenchymal stem cell–like cells. In vivo genetic impairment of Hedgehog signaling induced significant loss of choroidal mast cells, as well as an altered inflammatory response and exacerbated visual function defects after retinal damage. Our studies reveal the cellular and molecular landscape of adult RPE/choroid and uncover a Hedgehog-regulated choroidal immunomodulatory signaling circuit. These results open new avenues for the study and treatment of retinal vascular diseases and choroid-related inflammatory blinding disorders.

## Introduction

Photoreceptors capture incoming photons and transform them into electrical pulses that ultimately lead to visual perception. Their localization to the outer retina, distal to the incoming light and visual processing neurons of the inner retina, is a successful evolutionary design that allows vertebrate photoreceptors to benefit from the critical support of two external eye layers, the retinal pigment epithelium (RPE) and the choroidal blood vessels. The RPE enables photoreceptor function by eliminating stray light, phagocytosing photoreceptor waste products necessary for their renewal, recycling visual cycle components, and constituting an essential component of the outer blood–retinal barrier between choroidal circulation and the neural retina (Strauss, 2005). Whereas separate retinal blood vessels nourish the inner retina, blood supplied by the choroidal circulation is the main source of oxygen and nutrients for RPE and photoreceptors and the main evacuation route for retinal waste (Nickla and Wallman, 2010). Thus, choroidal perfusion is essential for RPE and retinal homeostasis. However, this is likely not the only role of choroidal endothelial cells (ECs), as recent studies have shown that microvascular ECs are not passive conduits for delivering blood but rather organ-specific factories of highly specialized sets of angiocrine factors that regulate tissue homeostasis and regeneration (Rafii et al., 2016). Recently, we provided initial evidence for this scenario in the eye. We reported that developing and adult mouse choroidal ECs exhibit different transcriptomes, and such transition is likely required for the coordinated establishment of the outer blood–retinal barrier and the acquisition of visual function (Benedicto et al., 2017). However, specific transcriptome features of choroidal ECs compared with retinal and extraocular ECs and the molecular identities of nonendothelial choroidal cell types have not been determined in detail so far. RPE and choroid act as a functional unit, and defects in any of their supportive roles can cause retinal degeneration and blinding diseases such as age-related macular degeneration (AMD). AMD, an incurable disease that affects 8.7% of the worldwide population and 25% people >80 yr old, is characterized by photoreceptor loss secondary to dysfunction or death of the RPE and choroidal ECs (Ambati and Fowler, 2012; Mullins et al., 2011; Seddon et al., 2016; Wong et al., 2014). The etiology of AMD remains largely unknown, in part due to the very limited availability of molecular information about the different cell types that populate the choroid and the intercellular networks that maintain RPE/choroid tissue in a healthy and functional state.

Single-cell RNA sequencing (scRNAseq) is a recently developed approach that allows efficient transcriptional profiling of individual cells in a given tissue or other complex cellular populations (Macosko et al., 2015). This technology has opened the door to answering longstanding biological questions on tissue cell diversity, heterogeneity of cellular responses, and regulatory signaling networks that would be difficult or impossible to answer using traditional physiological or biochemical approaches. A recent landmark study characterized by scRNAseq the molecular identity of all cell types in the mouse neural retina but did not analyze RPE or choroid (Macosko et al., 2015). More recently, scRNAseq was used to create a mouse cell atlas covering all major organs, but RPE and choroid were not included (Han et al., 2018). Here, we report a scRNAseq analysis of adult mouse RPE/choroid and provide the transcriptional signature of choroidal ECs compared with other tissue-specific ECs, including retinal ECs. Our studies uncover the molecular identity of the major choroidal cell types, including three different EC subtypes and a previously uncharacterized population of mesenchymal stem cell (MSC)–like cells. Moreover, MSC-like cells are the target of EC-secreted Indian Hedgehog (IHH), which was found to be a critical modulator of choroidal and retinal inflammatory responses. These results open new avenues for the study and treatment of retinal vascular diseases and choroid-related inflammatory blinding disorders such as AMD.

## Results

### Characterization of mouse RPE/choroid by scRNAseq

Transcriptional profiling at single-cell resolution requires high-quality cell suspensions. To this end, we developed a fast and efficient procedure to isolate single cells from RPE/choroid by sequential tissue digestion and cell sorting. We used FACS to optimize the capture of single, viable cells (TO-PRO-3 negative) and separate nucleated cells (Hoechst positive) from cell debris (Figs. 1 a and Fig. S1 a). 

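Cells of RPE/choroid tissue were profiled by droplet-based scRNAseq in 1 library per strain, each made from tissue of 1 male and 1 female mouse. The authors aligned the reads to mm10, counted unique molecular identifiers (UMIs) and deposited the UMI count of every gene in every retained cell, with the number and the cell type of the cell's cluster. The deposited counts cover 16426 genes in 3637 cells of the B6129PF1/J library and 3928 cells of the C57BL/6J library. They sum to 17168578 UMIs in B6129PF1/J and 15230413 UMIs in C57BL/6J. The median B6129PF1/J cell had 3881 UMIs on 1679 genes, and the median C57BL/6J cell had 3174.5 UMIs on 1487 genes. Mitochondrial genes took 3.07% of the UMIs of the median B6129PF1/J cell and 3.01% of those of the median C57BL/6J cell. The paper's methods give the depth in reads per library, which the counts do not hold, so depths are given here in UMIs. The smallest cell had 1959 UMIs in B6129PF1/J and 1717 UMIs in C57BL/6J, both above the minimum of 1700 UMIs in the methods.

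For each cluster and library, the UMIs of a gene were summed and scaled to 10,000 UMIs of all genes, with an exact Poisson 95% interval. Shares of cells or of UMIs have an exact Clopper-Pearson 95% interval. Both kinds of interval cover counting error only and not the variation between mice. Since each strain has 1 library, cells were not used as replicates, and no test was run between clusters or strains. The authors also deposited an average normalized UMI value for each gene and cluster. Recomputation from the counts showed that this value lies close to the mean over cells of the natural logarithm of 1 plus the UMIs per 10,000. The median over genes of the ratio of recomputed to deposited averages was between 0.983 and 1.11 in the clusters of both libraries. A ratio of these averages is thus a ratio of means on a logarithmic scale and not a fold change in counts.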

We surgically dissected RPE/choroid tissue from eyes enucleated from 90-d-old mice of two different strains, C57BL/6J and B6129PF1/J, and sequenced 3,996 and 3,727 cells from each strain, respectively. To avoid any potential sex-related bias during our analyses, we pooled tissue from two eyes, one male and one female, for each strain during enzymatic digestion. In addition, this approach allowed us to estimate that ∼4% of isolated cells were present as doublets (i.e., two cells barcoded with the same sequence), based on the assumption that male–female doublets accounted for 50% of total doublets (Fig. S1 b; Macosko et al., 2015). 

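*Xist*, which is transcribed from the inactive X chromosome of female cells, had at least 1 UMI in 1770 cells of the B6129PF1/J library, and the Y-linked gene *Ddx3y* had at least 1 UMI in 526. Both genes were detected in 35 cells, 0.962% of the library (0.671 to 1.34%). With the equations of the methods, these counts gave a doublet rate of 6.84% (4.77 to 9.49%, with the capture rates held fixed). In the C57BL/6J library, *Xist* was detected in 1779 cells, *Ddx3y* in 530 and both in 33, which gave a doublet rate of 6.87% (4.74 to 9.64%). The largest change came from asking for 2 UMIs of *Xist*, which left 21 and 19 cells with both genes and gave rates of 4.42% in B6129PF1/J and 4.48% in C57BL/6J. A UMI of free RNA in a droplet counts in these rates as a UMI of the cell does.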

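The authors' 13 clusters were taken as deposited. Cluster 5 was the largest in both libraries, with 848 cells or 23.3% (21.9 to 24.7%) of B6129PF1/J and 839 cells or 21.4% (20.1 to 22.7%) of C57BL/6J. Cluster 10 was the smallest, with 16 cells or 0.440% (0.252 to 0.713%) of B6129PF1/J and 26 cells or 0.662% (0.433 to 0.968%) of C57BL/6J. Cluster 3 made up 11.8% (10.8 to 12.9%) of B6129PF1/J and 14.0% (12.9 to 15.1%) of C57BL/6J, the largest step up between the strains in percentage points. The intervals of both strains overlapped in each of the 13 clusters. The mean number of UMIs per cell was higher in B6129PF1/J in every cluster, from 7369 against 4674 UMIs in cluster 1 to 2833 against 2524 UMIs in cluster 12.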

Unsupervised clustering of individual cell transcriptomes based on similarity in overall gene expression identified 13 transcriptionally distinct clusters within RPE/choroid cells (Fig. 1 b), with remarkably similar results for both strains (Fig. S1 c). Using the FindConservedMarkers function in Seurat, we found ≥65 conserved cluster-specific genes for each cluster in both mouse strains (adjusted [adj] P < 0.05; Data S1 a). 

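The marker genes were followed as UMIs per 10,000 in the 13 clusters. In the B6129PF1/J library, *Rpe65* reached 57.9 and *Rlbp1* 40.6 in cluster 1, and neither exceeded 0.601 in any other cluster. *Acta2*, *Tagln* and *Myh11* were highest in cluster 9, with 132, 38.9 and 16.6. *Mlana* and *Pmel* reached 105 and 120.4 in cluster 10 against 1.65 and 0.874 in cluster 1, their next highest. *Ptprc* had 3.12 in cluster 11 and at most 0.0118 elsewhere. *Mbp* had 154 in cluster 13 and 18.1 in cluster 12. The C57BL/6J library gave the same cluster as the highest for each of these genes, with 59.9 for *Rpe65* in cluster 1, 142 for *Acta2* in cluster 9, 131 for *Mlana* in cluster 10, 3.43 for *Ptprc* in cluster 11 and 152 for *Mbp* in cluster 13.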

Based on these gene lists and the expression of known cell-type–specific markers, we categorized these clusters as RPE, ECs, stromal cells, smooth muscle cells, melanocytes, hematopoietic cells, and Schwann cells (Fig. 1 c, B6129PF1/J strain; Fig. S1 d, C57BL/6J strain; and Table 1). This analysis identified subtypes within ECs (clusters 2–4), stromal cells (clusters 5–8), and Schwann cells (clusters 12 and 13). 

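Among the stromal clusters of the B6129PF1/J library, *Pdgfra* had 2.00, 1.61 and 3.37 UMIs per 10,000 in clusters 5, 7 and 8 and 0.137 in cluster 6. *Pdgfrb* was highest in cluster 6, with 6.90 against 3.25, 2.19 and 2.53 in clusters 5, 7 and 8. *Acta2* had 7.88 in cluster 6 and between 0.190 and 0.765 in the other stromal clusters, and *Col1a1* was highest in cluster 7 with 13.1. The myelin gene *Mag* separated the Schwann clusters, with 4.56 in cluster 13 and 0.098 in cluster 12. *Pdgfra* in the C57BL/6J library had 1.88, 1.43 and 2.07 in clusters 5, 7 and 8 and 0.0894 in cluster 6, and *Mag* had 3.34 in cluster 13 and 0.220 in cluster 12.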

The complete datasets for both strains are reported in Data S1 (b and c).

**Figure 1.**
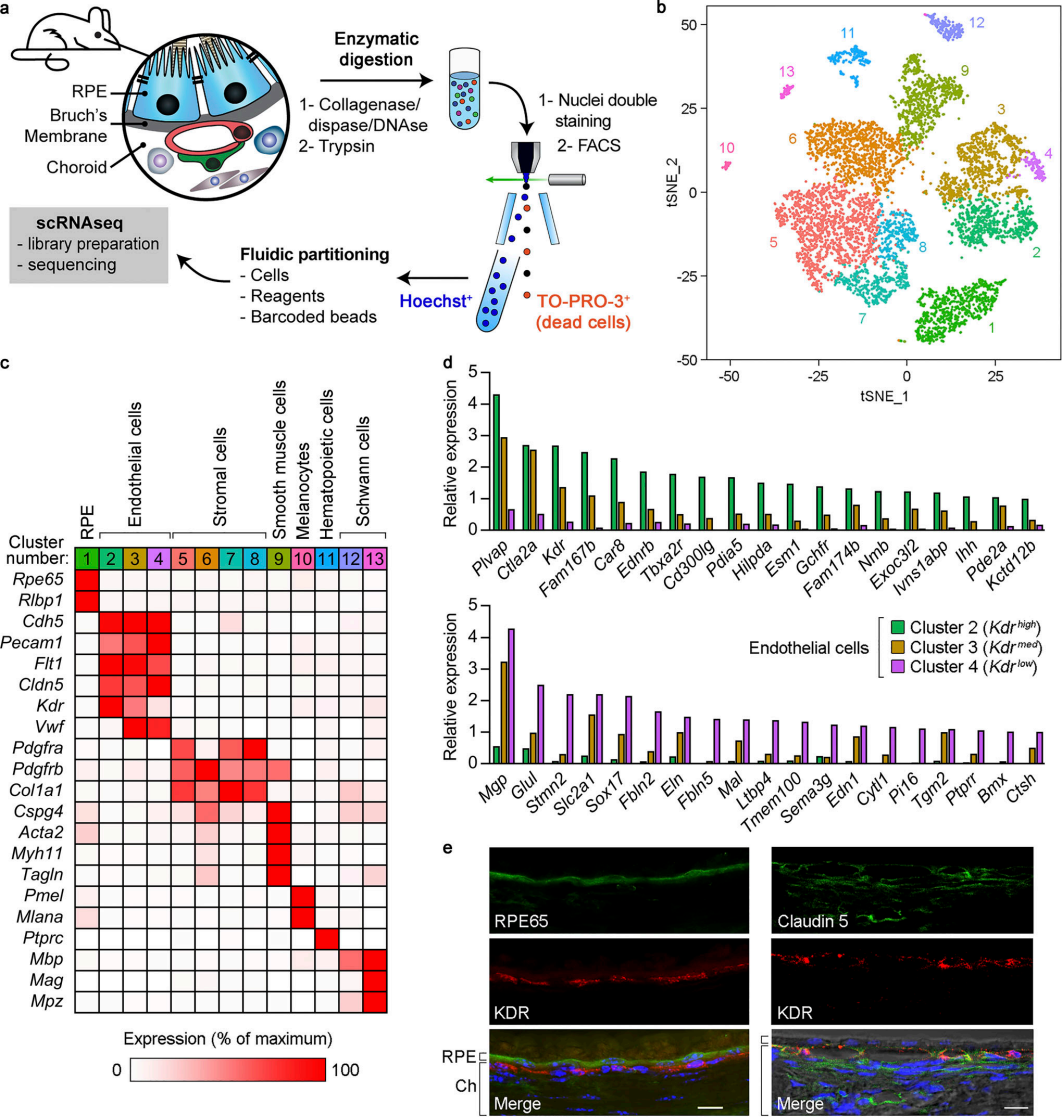
**Characterization of mouse RPE/choroid by scRNAseq and identification of transcriptionally distinct choroidal EC subtypes.** **(a)** Scheme of the preparation of RPE/choroid single-cell suspensions by sequential enzymatic digestion and cell sorting. Hoechst^+^/TO-PRO-3^−^ live cells were subjected to scRNAseq. **(b)** Principal-component analysis of 7,723 single-cell expression profiles obtained from RPE/choroid tissue from four mice (C57BL/6J and B6129PF1/J strains, one male and one female per strain). Data are shown in two dimensions using tSNE. Unsupervised analysis clustered cells into 13 transcriptionally distinct cell populations, each plotted in a different color. **(c)** Identification of cell types in RPE/choroid tissue from B6129PF1/J mice according to the average expression of known markers in each cluster. Cluster number colors are the same as in panel b. Relative gene expression among cell types was calculated using the average normalized UMIs in each cluster and represented as the percentage of the cluster with maximum expression. White, 0%; red, 100%. **(d)** Genes with at least fivefold differential expression between *Kdr^high^* (green bars) and *Kdr^low^* (purple bars) ECs (Benjamini–Hochberg adjusted likelihood-ratio test, adj P < 0.05). Only genes with maximum average normalized UMIs ≥1 are shown. Relative gene expression in *Kdr^med^* ECs (brown bars) is also included. Top: *Kdr^high^* expression at least fivefold higher than *Kdr^low^*. Bottom, *Kdr^low^* expression at least fivefold higher than *Kdr^high^*. **(e)** Immunofluorescence analysis of KDR (red), RPE65 (RPE marker), and claudin-5 (pan-endothelial marker; green) expression in mouse eye cryosections. Nuclear staining with DAPI (blue) and differential interference contrast images are also included in merged panels. Position of RPE and choroid (Ch) is indicated on the left of merged images. Scale bars, 5 µm (left) and 10 µm (right). Images are representative of four mice.

**Figure S1.**
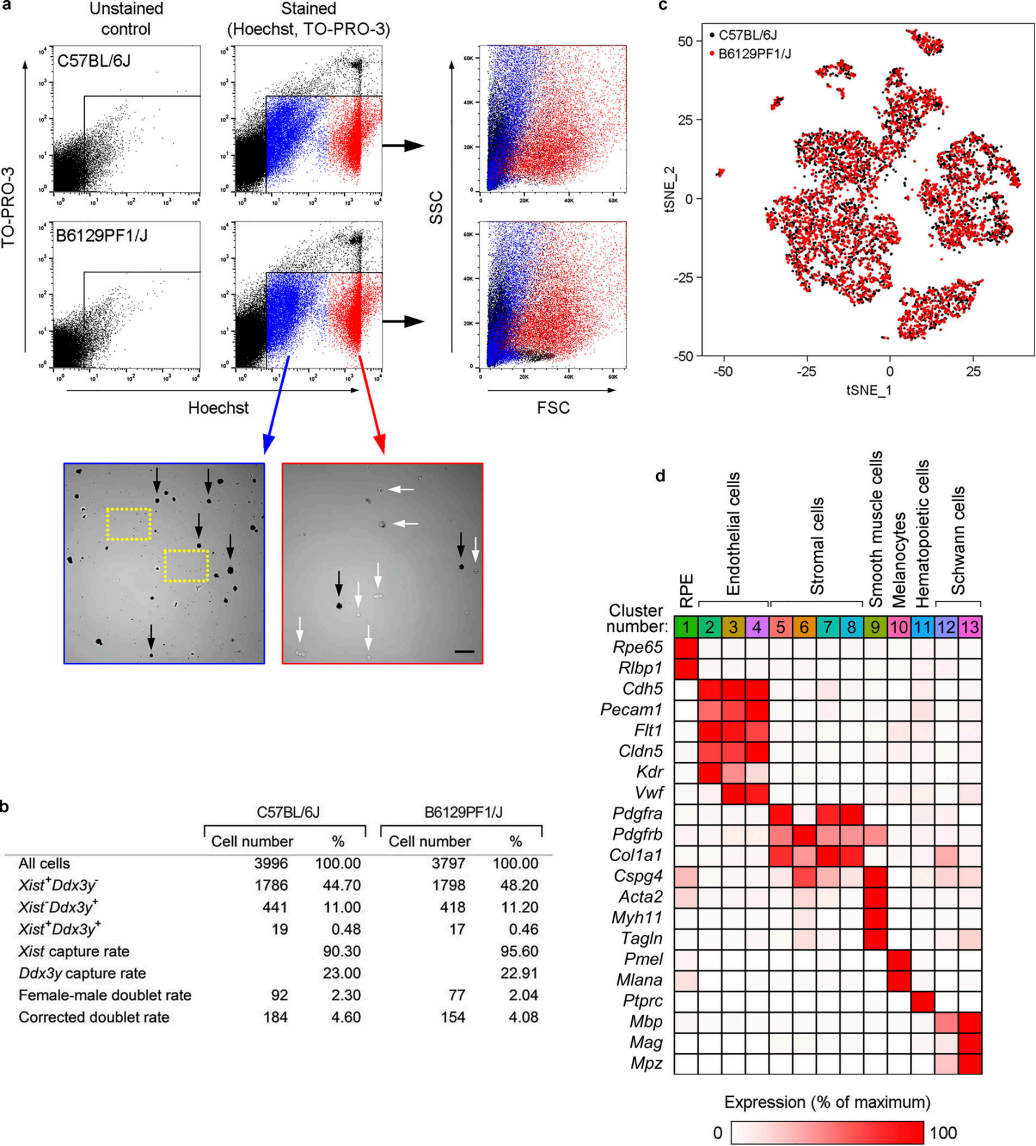
**scRNAseq of RPE/choroid tissue.** **(a)** Cell sorting to prepare RPE/choroid single-cell suspensions suitable for scRNAseq. Experiments were performed with the strains C57BL/6J (top panels) and B6129PF1/J (bottom panels). For each strain, RPE/choroid tissue from one male and one female eye was pooled, digested, and stained with Hoechst and TO-PRO-3 to label nucleated and dead cells, respectively. Unstained samples were used as controls to set the gating parameters. Pilot experiments showed two different Hoechst^+^/TO-PRO-3^−^ populations with dim (blue dots) and high (red dots) Hoechst staining. Hoechst^dim^ events presented very low forward scatter (FSC; right panels), suggesting that this population could be debris. To assess the cellular content of both populations, we sorted Hoechst^dim^/TO-PRO-3^−^ and Hoechst^high^/TO-PRO-3^−^ events independently and observed them under the microscope. The Hoechst^dim^ population contained cell debris (dashed yellow squares) but also many cells that were mainly pigmented (black arrows). Hence, our results suggest that cell pigment present in RPE and melanocytes may decrease the apparent FSC of both cell types. The Hoechst^high^ population (red) was virtually free of debris and mainly constituted by nonpigmented cells (white arrows). To avoid loss of pigmented cells, both Hoechst^dim^/TO-PRO-3^−^ and Hoechst^high^/TO-PRO-3^−^ populations were sorted together in the same collecting tube and used for scRNAseq assays. Scale bar, 50 µm. **(b)** Estimation of doublet content in scRNAseq assays (see calculations in Materials and methods). **(c)** Principal-component analysis of 7,723 single-cell expression profiles obtained from a mix of male (*n* = 1 per strain) and female (*n* = 1 per strain) RPE/choroid tissue. Data are shown in two dimensions using tSNE after CCA batch correction. Black dots, 3,996 cells from C57BL/6J mice; red dots, 3,727 cells from B6129PF1/J mice. **(d)** Identification of cell types in RPE/choroid tissue from C57BL/6J mice according to the average expression of known markers in each cluster. Cluster number colors are the same as in Fig. 1 (b and c). Relative gene expression among cell types was calculated using the average normalized UMIs in each cluster and represented as the percentage of the cluster with maximum expression. White, 0%; red, 100%.

**Table 1.** Mouse RPE/choroid cell types identified by scRNAseq

Cluster number	Cell type	Cell number		Percentage of total		Average UMIs/cell		Average genes/cell		Average UMIs/gene	
		C57BL/6J mice	B6129PF1/J mice	C57BL/6J mice	B6129PF1/J mice	C57BL/6J mice	B6129PF1/J mice	C57BL/6J mice	B6129PF1/J mice	C57BL/6J mice	B6129PF1/J mice
1	RPE	402	445	10.1	11.9	4,860	7,514	1,468	1,911	3.02	3.51
2	ECs	405	366	10.1	9.8	4,550	5,151	1,920	2,090	2.18	2.32
3	ECs	550	435	13.8	11.7	4,847	5,570	1,943	2,139	2.28	2.42
4	ECs	74	63	1.9	1.7	4,749	5,196	1,894	2,025	2.26	2.37
5	Stromal cells	776	797	19.4	21.4	3,255	3,723	1,524	1,645	2.09	2.21
6	Stromal cells	610	552	15.3	14.8	3,171	3,796	1,491	1,681	2.07	2.21
7	Stromal cells	223	229	5.6	6.1	3,695	4,518	1,684	1,894	2.14	2.32
8	Stromal cells	158	166	4.0	4.5	2,995	3,944	1,391	1,661	2.13	2.33
9	Smooth muscle cells	476	400	11.9	10.7	3,863	4,769	1,583	1,814	2.38	2.58
10	Melanocytes	28	20	0.7	0.5	3,913	5,008	1,621	1,847	2.32	2.59
11	Hematopoietic cells	140	116	3.5	3.1	4,573	4,960	1,528	1,496	2.83	3.19
12	Schwann cells	108	106	2.7	2.8	2,525	2,835	1,306	1,418	1.90	1.96
13	Schwann cells	46	32	1.2	0.9	2,606	3,532	1,227	1,495	2.08	2.31
	Total	3,996	3,727								

Data are from C57BL/6J and B6129PF1/J mice (pooled cells from one male and one female for each strain).

### Identification of transcriptionally distinct choroidal EC subtypes

The choroidal vasculature plays key roles in retinal homeostasis and in the pathogenesis of blinding diseases such as AMD (Bhutto and Lutty, 2012; Nickla and Wallman, 2010; Whitmore et al., 2015); hence, we were particularly interested in further characterizing choroidal EC subtypes. 

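*Cdh5* had 4.00, 4.64 and 4.46 UMIs per 10,000 in EC clusters 2, 3 and 4 of the B6129PF1/J library. *Flt1* had 15.7, 16.5 and 7.24. *Pecam1* had 2.63, 3.65 and 7.58, and *Cldn5* had 23.2, 18.8 and 49.6. The C57BL/6J values were 3.76, 4.12 and 4.17 for *Cdh5*, 14.4, 13.9 and 7.46 for *Flt1*, 2.57, 3.67 and 8.10 for *Pecam1*, and 21.2, 25.1 and 49.4 for *Cldn5*. *Pecam1* and *Cldn5* were thus highest in cluster 4 in both libraries and *Flt1* was lowest there, while none of these genes exceeded 1.34 outside clusters 2 to 4.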

EC clusters 2–4 presented similar expression levels of the generic EC markers *Cdh5* (VE-cadherin), *Pecam1* (CD31), *Flt1* (VEGFR1), and *Cldn5* (claudin-5); however, they displayed remarkable variations in the expression of other markers. Because *Kdr* (VEGFR2) was expressed at decreasing levels in EC clusters 2–4 (Fig. 1 c and Fig. S1 d), we termed these clusters *Kdr^high^*, *Kdr^med^*, and *Kdr^low^* ECs, respectively. 

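*Kdr* had 3132 UMIs in cluster 2 of the B6129PF1/J library, or 16.4 per 10,000 (15.87 to 17.03). It had 8.86 per 10,000 (8.49 to 9.24) in cluster 3 and 0.611 (0.373 to 0.944) in cluster 4. At least 1 UMI was found in 98.4% of the cells of cluster 2, 64.4% of cluster 3 and 22.2% of cluster 4, which had median depths of 4232.5, 4147 and 3915 UMIs. Outside the ECs, RPE had *Kdr* in 3.19% of cells at a median depth of 5263 UMIs, but Schwann cluster 13 had it in 13.3% of cells and at 1.58 per 10,000 (0.922 to 2.53, from 17 UMIs), so the summed level of cluster 4 is not above that of all nonendothelial clusters. In the C57BL/6J library, *Kdr* fell in the same order, with 14.0 (13.5 to 14.6), 6.27 (5.97 to 6.57) and 0.907 (0.612 to 1.29) per 10,000.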

To study the most significant transcriptional differences between *Kdr^high^* and *Kdr^low^* ECs, we selected the genes whose expression in *Kdr ^high^* was detected by an average of ≥1 normalized unique molecular identifier (UMI), and the average number of normalized UMIs was at least fivefold higher than in *Kdr^low^* ECs and vice versa. Average normalized UMIs for each gene in *Kdr^med^* were also included in the analysis for comparison purposes (Data S1, d and e). 

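The rule was applied to the authors' deposited averages of the B6129PF1/J library. It gave 19 genes for cluster 2 over cluster 4, which were all 19 genes of the top panel of Fig. 1 d, and 20 genes for cluster 4 over cluster 2, which were all 19 genes of the bottom panel and *Vwf*. The highest of the first group by summed counts was *Plvap*, followed by *Ctla2a* with 17.98 UMIs per 10,000 in cluster 2 and 1.62 in cluster 4. The highest of the second was *Mgp*, with 97.6 (94.2 to 101) in cluster 4 and 3.04 (2.80 to 3.30) in cluster 2. *Ihh* met the rule with 0 UMIs in cluster 4 and a deposited average of 1.076 in cluster 2, close to the minimum of 1. When cells were thinned to 1700 UMIs, *Ihh* left the list, as did *Exoc3l2*, *Ivns1abp*, *Kctd12b* and *Pde2a*. The C57BL/6J library gave 17 and 20 genes, of which 14 and 14 belong to the panels of Fig. 1 d. The largest change came with the scale: when mean UMIs per 10,000 took the place of the deposited averages, 85 genes were higher in cluster 2 and 91 in cluster 4, and all genes of both panels were among them.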

Using this filtering approach, we found 19 genes specifically enriched in *Kdr^high^* compared with *Kdr^low^* (Fig. 1 d, top panel) and 19 genes with the opposite expression pattern (Fig. 1 d, bottom panel). In general, gene expression in *Kdr^med^* was intermediate between *Kdr^high^* and *Kdr^low^*, suggesting that *Kdr^med^* constitutes a transitional EC population between the other two.

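The deposited average of cluster 3 lay between those of clusters 2 and 4 for 19 of the 19 genes enriched in cluster 2 and for 18 of the 20 genes enriched in cluster 4. The same tallies were obtained from UMIs per 10,000. *Mgp*, for example, had 47.2 (46.3 to 48.1) in cluster 3. The exceptions by summed counts were *Sema3g*, with 0.518 in cluster 3 and 0.556 in cluster 2, and *Vwf*, with 4.16 in cluster 3 and 4.03 in cluster 4; both were chosen after their values were seen. From this intermediate expression, the paper proposes that *Kdr med* ECs are a transitional population.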

The choriocapillaris is the capillary network immediately adjacent to the RPE basement membrane that provides nutrition and a waste evacuation route to the outer retina, and it is characterized histologically by the presence of fenestrations in the EC plasma membrane (Lutty et al., 2010; Nickla and Wallman, 2010). 

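*Plvap* had 14064 UMIs in cluster 2 of the B6129PF1/J library, or 73.8 per 10,000 (72.6 to 75.1), 28.8 (28.1 to 29.5) in cluster 3 and 2.02 (1.56 to 2.57) in cluster 4. It was detected in 100% of the cells of cluster 2, 95.8% of cluster 3 and 39.7% of cluster 4. In RPE cells, which were sequenced more deeply, 16.95% had a UMI of *Plvap* and the summed level was 0.270 per 10,000 (0.214 to 0.336). Schwann cluster 13 had 4.19 per 10,000 (3.05 to 5.60), from 45 UMIs in 2 cells, so the summed level of cluster 4 is not above that of all nonendothelial clusters. In the C57BL/6J library, *Plvap* had 78.0 (76.7 to 79.3), 28.0 (27.4 to 28.7) and 3.17 (2.60 to 3.84) per 10,000 in clusters 2, 3 and 4.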

As the gene with highest expression in *Kdr^high^* ECs is *Plvap* (Fig. 1 d, top panel), which encodes the fenestrae-associated protein PV1 (Stan et al., 2012), it is likely that the *Kdr^high^* cluster represents choriocapillaris ECs, whereas the *Kdr^low^* cluster corresponds to ECs from deeper choroid capillaries. To test this hypothesis, we performed immunofluorescence experiments using antibodies against KDR and RPE65, an RPE marker. KDR was detected in the innermost choroidal layer very close to the RPE (Fig. 1 e, left), consistent with the location of the choriocapillaris. We also costained KDR and claudin-5, a pan-endothelial marker expressed at similar levels in *Kdr^high^*, *Kdr^med^*, and *Kdr^low^* choroidal ECs (Fig. 1 c and Fig. S1 d). Claudin-5 expression was found both in KDR^+^ ECs and in deeper choroidal layers closer to the sclera with undetectable KDR expression (Fig. 1 e, right), the latter likely corresponding to *Kdr^low^* ECs. These experiments strongly suggest that *Kdr^high^* and *Kdr^low^* clusters correspond to transcriptionally and geographically distinct populations of choroidal ECs.

### Tissue-specific enrichment of *Ihh* expression in choriocapillaris ECs

It is becoming evident that adult ECs have tissue-specific transcriptomes reflecting context-dependent physiological and regenerative roles (Rafii et al., 2016). We recently reported the transcriptome of developing and adult mouse choroidal ECs, isolated by intravital staining of the EC marker VE-cadherin, followed by RPE/choroid digestion, flow cytometry sorting, and bulk RNA sequencing (RNAseq; Benedicto et al., 2017). 

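ECs of neural retina, lung, liver and heart were isolated from 30-d-old B6129PF1/J mice in 3 isolations per tissue, with 7 mice per isolation for neural retina and 1 mouse for each of the other tissues. The authors aligned the RNAseq reads to mm10 with STAR, computed fragments per kilobase of transcript and per unit of sequenced fragments (FPKM) with Cufflinks, averaged them over the 3 libraries of a tissue and tested read counts with DESeq2. The table used here holds these averages for the signature genes alone, with the authors' fold changes and adjusted P values, and no value of a single library. Its choroid column is the authors' average as well, and the choroidal EC libraries behind it are not analysed here. The depth of the libraries is not in the table, so no interval or test of its own can be given for these values. The ratio of the choroid average to the highest average of the other tissues was computed here for each gene. For the share of a gene in choroidal ECs, the deposited single-cell averages of clusters 2 to 4 of the B6129PF1/J library were summed and divided by the sum over all 13 clusters.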

Here, we followed the same approach to compare the transcriptional profile of ECs from adult mouse choroid, neural retina, lung, heart, and liver (Fig. 2 a). Hierarchical clustering analysis demonstrated marked transcriptome differences between the various EC types (Fig. 2 b). We identified a list of 99 “signature genes” of mouse choroidal ECs that were expressed at levels at least fivefold higher than in the other ECs, with a detection threshold set at ≥1 fragments per kilobase per million reads (FPKMs; Data S1 f). 

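All 99 genes of the table had a choroid average of at least 1 FPKM. The ratio to the highest of the other tissues was at least 5 for 97 genes, and the other 2 genes were listed at 0 in every other tissue. The median ratio was 10.7, and the largest was 790.8 for *Robo3* (21.4 FPKM in choroid). For 43 genes, at least 1 of the other tissues was listed at 0, so that a ratio to that tissue cannot be given. None of the 97 signature genes with coordinates lies on chromosome 15.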

By comparing our bulk and single cell RNAseq data, we were able to determine the relative expression of every choroidal EC signature gene relative to other RPE/choroid cell types. Out of 99 genes, 21 were specifically enriched in choroidal ECs (Fig. 2 c; >50% of the sum of average normalized UMIs from all RPE/choroid cell types), from which 16 were significantly more abundant (adj P < 0.05) in *Kdr^high^* (choriocapillaris) ECs than in *Kdr^med^* and *Kdr^low^* choroidal ECs (Data S1, d and g). 

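Of the 99 signature genes, 97 have a row in the single-cell tables. Choroidal ECs held more than 50% of the summed averages for 21 of them, and these were all 21 genes of Fig. 2 c. The shares ranged from 53.9% for *Hbegf* to 100% for *Kcnj5* and *Rtl1*, whose highest averages were only 0.067 and 0.017. *Ihh* had a share of 91.3% and *Esm1* 92.6%. For 18 of the 21 genes, the average was highest in cluster 2 among the ECs and the authors' deposited adjusted P for that cluster was under 0.05. The exceptions were *Chrm3* and *Crispld1*, which were highest in cluster 4, and *Gm5127*, which was highest in cluster 3. The P used is given per cluster over all 13 clusters, while the paper compares the EC clusters with each other. At a threshold of 80%, the largest change among the alternatives, 13 genes were left. The C57BL/6J library gave 23 genes above 50%, which included the 21 genes. The paper takes these genes, enriched both over other ECs and over other choroidal cells, as specific markers of choroidal ECs.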

Our studies provide the first comprehensive list of specific molecular markers for all choroidal ECs relative to not only other choroidal cell types but also other tissue-specific ECs. They demonstrate that the choriocapillaris is the most specialized vascular subtype within the choroid and provide an important platform for future studies on choroid physiopathology and the pathogenesis of choroid-based blinding diseases.

**Figure 2.**
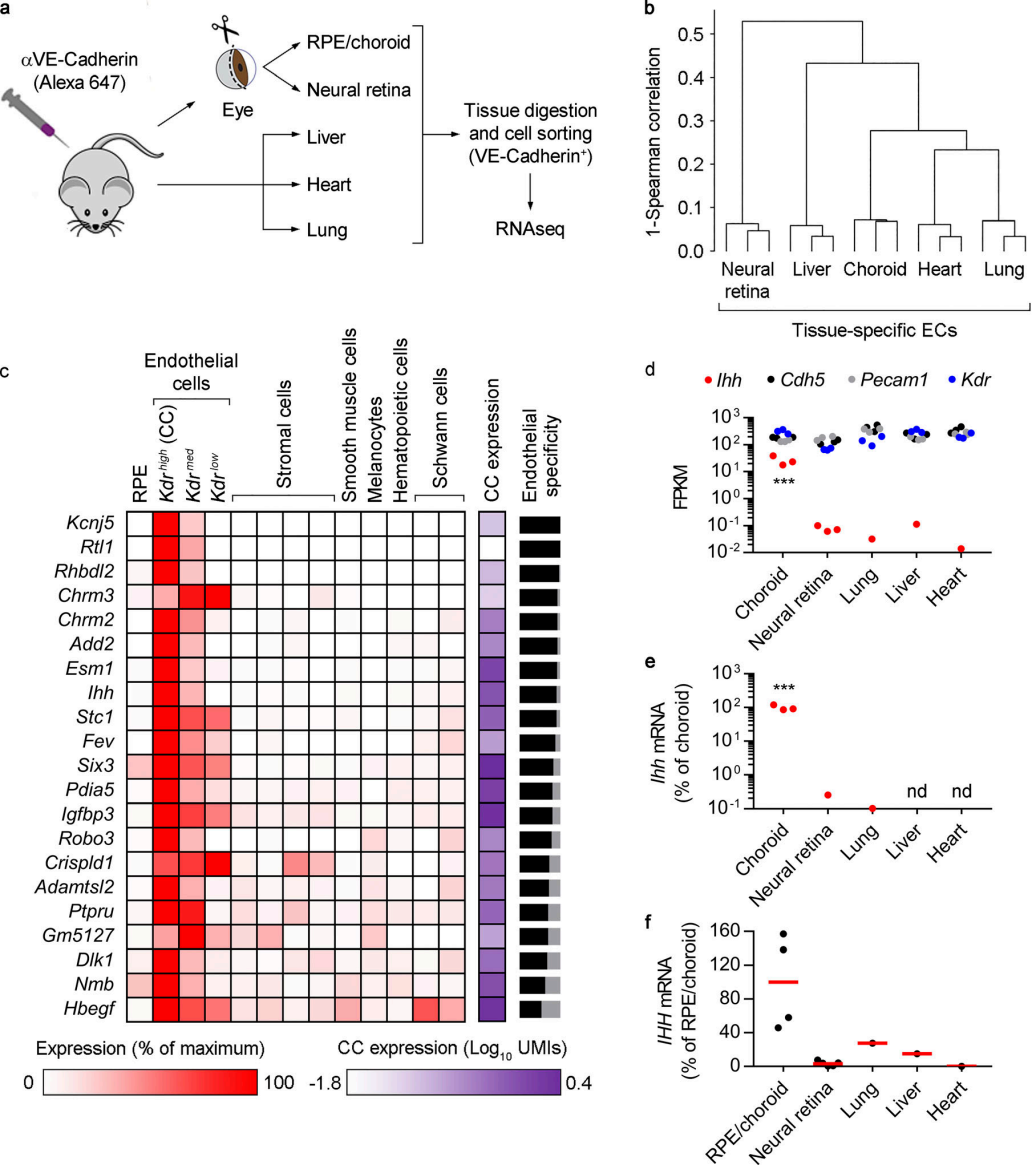
**Transcriptional analysis of tissue-specific mouse ECs and *Ihh* expression in choriocapillaris ECs.** **(a)** Diagram showing the isolation of tissue-specific ECs after intravital EC labeling. For RPE/choroid and neural retina, seven animals (14 eyes) were used per isolation; for lung, liver, and heart, one animal was used per isolation. Bulk RNAseq was performed using RNA from three independent isolations. **(b)** Hierarchical clustering of FPKM profiles showing separate clustering of tissue-specific ECs (*n* = 3). **(c)** Signature genes of mouse choroidal ECs and relative expression among RPE/choroid cell types. Using data from the bulk RNAseq analyses of tissue-specific ECs, the list was assembled by selecting the genes with expression levels at least fivefold higher in choroidal ECs compared with the rest of the tissue-specific ECs (*n* = 3, Benjamini–Hochberg corrected adj P < 0.05), with a detection threshold set at ≥1 FPKM. The list was then interrogated against our scRNAseq data to assess the relative expression of each gene among all cell types, which was calculated using the average normalized UMIs in each cluster and represented as the percentage of the cluster with maximum expression. White, 0%; red, 100%. The column labeled “CC expression” shows the average normalized UMIs (log_10_) for each gene in *Kdr^high^* ECs, i.e., the choriocapillaris (CC), represented in a white-purple scale. Black-gray bars on the right represent EC specificity compared with the rest of RPE/choroid cell types. For each gene, the sum of the average normalized UMIs in *Kdr^high^*, *Kdr^med^*, and *Kdr^low^* ECs was represented as the percentage of total average normalized UMIs (the sum of average normalized UMIs in all clusters). The black portion of the bars represents the percentage of estimated EC specificity. Only genes with >50% EC specificity are shown. **(d)** Bulk RNAseq results showing the expression (FPKM) of *Ihh* (red) and the EC markers *Cdh5* (black), *Pecam1* (gray), and *Kdr* (blue) in tissue-specific ECs (*n* = 3). ***, Benjamini–Hochberg corrected adj P < 0.001 all groups versus choroidal ECs. **(e)** Real-time PCR showing relative *Ihh* expression in tissue-specific ECs. Results are presented as the percentage of the average value for choroidal ECs (*n* = 3, ANOVA + Bonferroni test). ***, P < 0.001 all groups versus choroidal ECs. nd, not detected. **(f)** Real-time PCR showing relative *IHH* expression in human whole tissues (RPE/choroid, *n* = 4; neural retina, *n* = 5; commercially obtained lung, liver, and heart, *n* = 1). Biological replicates are shown as black dots. Red lines show the average expression in RPE/choroid and neural retina. Results are presented as the percentage of the average value for RPE/choroid tissue.

One of the genes specifically enriched in *Kdr^high^* (choriocapillaris) ECs was *Ihh* (Fig. 2 c). The three secreted Hedgehog (HH) proteins (IHH, Sonic Hedgehog, and Desert Hedgehog) act in a paracrine manner, and in most tissues are expressed by epithelial cells and signal to the surrounding mesenchyme (Petrova and Joyner, 2014; Wu et al., 2017). Detailed examination of our bulk RNAseq data revealed that *Ihh* expression in choroidal ECs was >340-fold higher than in the rest of the tissue-specific ECs (Fig. 2 d), an observation that was confirmed by real-time PCR assays (Fig. 2 e). 

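*Ihh* lies on chromosome 1 of GRCm38 from 74945315 to 74951672. Its average was 26.4 FPKM in choroidal ECs, 0.077 in neural retina ECs, 0.038 in liver ECs, 0.011 in lung ECs and 0.005 in heart ECs. The ratio of choroid to neural retina, the highest of the other tissues, was 343, and the ratios to liver, lung and heart were 696, 2404 and 5289. Only 1 gene of the table with a ratio, *Robo3*, had a larger one. The authors' deposited table lists adjusted P values from DESeq2 of 4.54e-31 against lung, 1.76e-07 against liver and 9.12e-05 against heart, and its adjusted P value against neural retina was not used here. The denominators of these ratios are close to 0 FPKM and their depth is unknown, so the size of the ratios is less certain than their direction.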

Expression of the generic EC markers *Cdh5*, *Pecam1*, and *Kdr* was similar among all tissue-specific ECs, further highlighting the specificity of *Ihh* enrichment (Fig. 2 d). Importantly, *IHH* expression in human RPE/choroid tissue from healthy donors was markedly higher than in neural retina, lung, liver, and heart, as assessed by real-time PCR (Fig. 2 f). Our observation that *Ihh* is expressed at high levels in adult choriocapillaris is particularly intriguing, as IHH is known to regulate prenatal mouse eye development (Dakubo et al., 2008). However, its expression and potential role in the adult mouse eye has never been studied before. These results prompted us to study the signaling pathway downstream of choroidal EC-expressed *Ihh*.

### Localization and characterization of choroidal GLI1^+^ IHH target cells

Because IHH is a secreted protein expected to signal to the surrounding mesenchymal cells, we sought to identify cell types within RPE/choroid capable of responding to EC-expressed *Ihh*. 

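*Ihh* had 610 UMIs in cluster 2 of the B6129PF1/J library, which was 70.4% (67.3 to 73.5%) of its 866 UMIs in the library. Cluster 2 had 3.202 UMIs per 10,000 (2.95 to 3.47) and cluster 3 had 0.974 (0.853 to 1.11). A UMI of *Ihh* was found in 239 of the 370 cells of cluster 2, or 64.6% (59.5 to 69.5%), and in 21.6% of the cells of cluster 3. In RPE, 1 of 407 cells had a UMI, or 0.246%, and the highest level outside the ECs was 0.279 (0.0576 to 0.816) in Schwann cluster 13, from 3 UMIs in 1 cell. Among the 63 cells of cluster 4 no UMI was found, a count that allows up to 0.113 UMIs per 10,000. Cluster 2 of the C57BL/6J library had 3.36 (3.10 to 3.63), cluster 3 had 0.609 (0.519 to 0.709) and cluster 4 had none. The share of *Ihh* UMIs in cluster 2 moved most, to 79.1%, when all cells were thinned to 1700 UMIs.

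**Figure D1:**
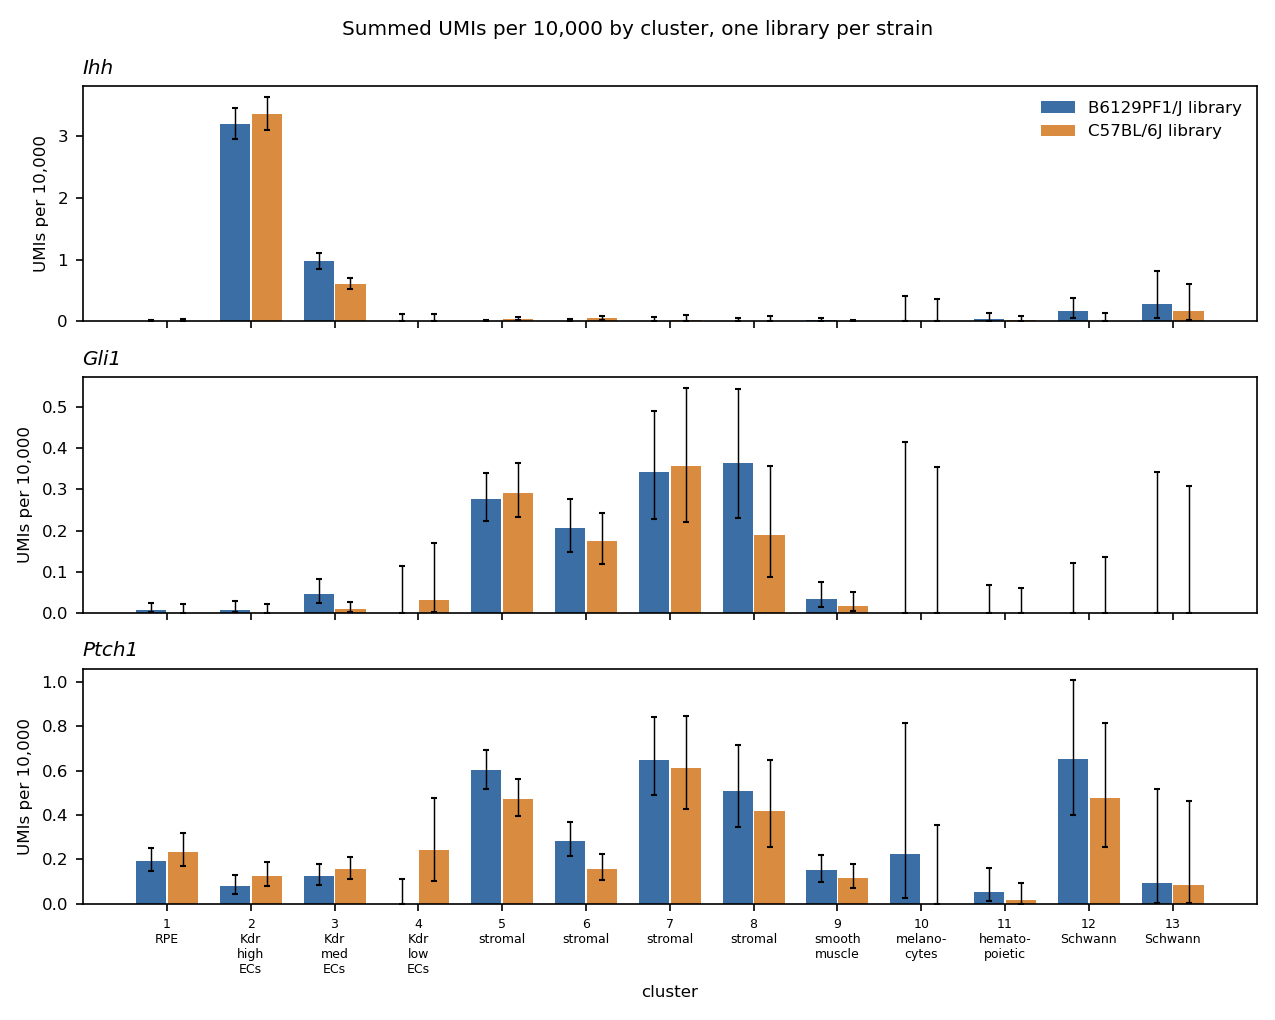
UMIs per 10,000 of *Ihh*, *Gli1* and *Ptch1* (y axes) in each of the 13 clusters (x axis) of the B6129PF1/J and C57BL/6J libraries. Bars are summed counts and lines are exact Poisson 95% intervals. *Ihh* is highest in cluster 2, with 3.202 and 3.36, and *Gli1* reaches 0.364 in cluster 8 of B6129PF1/J and 0.357 in cluster 7 of C57BL/6J.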

Visualization of *Ihh*-expressing cells on t-distributed stochastic neighbor embedding (tSNE) plots confirmed that *Ihh* transcripts are constitutively enriched in the *Kdr*^*high*^ subcluster of ECs, while the expression of the gene encoding the transcriptional activator GLI1, a transcriptional target dependent on HH signaling and thus a readout of canonical HH pathway activity (Ahn and Joyner, 2005; Bai et al., 2004; Petrova and Joyner, 2014; Wu et al., 2017), was specifically increased in stromal cell clusters 5–8 relative to other choroidal cell types (Fig. 3 a). More detailed analysis of our scRNAseq data confirmed the stromal specificity of *Gli1* expression (Fig. 3 b). 

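*Gli1* is expressed at a low level, with 202 UMIs in the B6129PF1/J library. Clusters 5 to 8 held 182 of them, or 90.1% (85.1 to 93.8%), and 144 of the 150 UMIs of the C57BL/6J library, or 96.0% (91.5 to 98.5%). In B6129PF1/J, clusters 5, 6, 7 and 8 had 0.277, 0.206, 0.342 and 0.364 UMIs per 10,000, and a UMI was found in 9.67%, 7.58%, 13.5% and 13.8% of their cells. The highest nonstromal cluster was cluster 3, with 0.0456 per 10,000 (0.0228 to 0.0816) and a UMI in 1.86% of cells. In RPE, 2 cells or 0.491% had a UMI. No UMI was found in melanocytes, hematopoietic cells or Schwann cells of either library. In B6129PF1/J the upper limit of the interval was 0.415 per 10,000 in melanocytes and 0.343 in Schwann cluster 13, so a level like that of the stromal clusters cannot be excluded there at this depth. It was 0.0674 in hematopoietic cells and 0.121 in Schwann cluster 12, below the lowest stromal lower limit of 0.148 in cluster 6. In C57BL/6J it was 0.0608 in hematopoietic cells, below the lowest stromal lower limit of 0.0862 in cluster 8, but 0.135 in cluster 12, above that limit.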

Although the *Ptch1* gene encoding the HH receptor presented a broader expression pattern than *Gli1*, it was clearly enriched in stromal cells (Fig. 3 b). This is consistent with the fact that *Ptch1*, in addition to encoding the HH receptor, is up-regulated in response to HH signaling (Petrova and Joyner, 2014; Wu et al., 2017). 

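*Ptch1* had 492 UMIs in the B6129PF1/J library, of which 336 or 68.3% (64.0 to 72.4%) were in clusters 5 to 8, and 367 UMIs in the C57BL/6J library, of which 217 or 59.1% (53.9 to 64.2%) were there. Clusters 5, 6, 7 and 8 had 0.601, 0.284, 0.648 and 0.506 UMIs per 10,000 in B6129PF1/J. Outside the stroma, Schwann cluster 12 had 0.654 (0.399 to 1.01), which is not distinguishable from the stromal clusters 5, 7 and 8 at this depth, and RPE had 0.193 (0.147 to 0.250). In C57BL/6J, the corresponding values were 0.473, 0.158, 0.613 and 0.419 in clusters 5 to 8, 0.477 (0.254 to 0.815) in cluster 12 and 0.235 (0.168 to 0.318) in RPE. The paper reasons that *Ptch1* encodes the HH receptor and is itself up-regulated by HH signaling.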

To spatially localize choroidal GLI1^+^ cells, we used albino *Gli1^GFP/+^* reporter mice in which GFP expression is controlled by the endogenous *Gli1* promoter of one of the alleles (Brownell et al., 2011). Thus, HH-responding cells can be readily identified as GFP^+^ cells. Immunostaining analysis of chorioretinal sections from *Gli1^GFP/+^* mice showed that GFP^+^ cells were primarily localized surrounding VE-cadherin^+^ ECs and colocalized with the stromal marker PDGFRβ (Fig. 3 c). These results indicate that the main paracrine targets of EC-secreted IHH are perivascular stromal cells.

**Figure 3.**
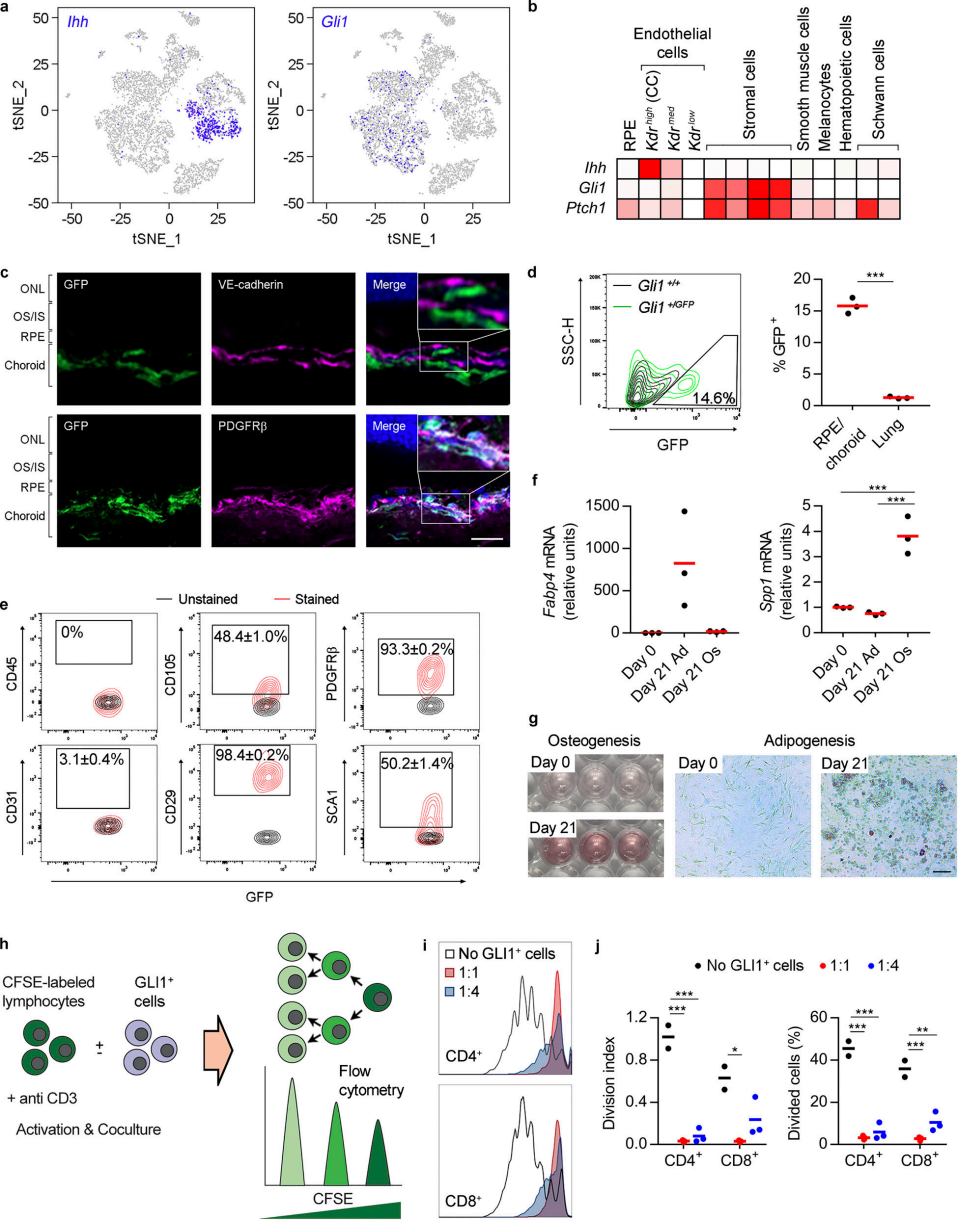
**Characterization of choroidal GLI1^+^ cells.** **(a)** tSNE graphs showing the predominant expression of *Ihh* and *Gli1* in KDR^high^ ECs (CC, choriocapillaris) and stromal cells, respectively. **(b)** Heatmap showing the relative expression of *Ihh*, *Gli1*, and *Ptch1* in RPE/choroid cell types, calculated using the average normalized UMIs in each cluster and represented as the percentage of the cluster with maximum expression. White, 0%; red, 100%. **(c)** Immunofluorescence assays using eye cryosections from *Gli1^GFP/+^* mice show the perivascular localization of choroidal GLI1^+^ cells (GFP^+^, green). Top: Localization of GFP^+^ cells and VE-cadherin^+^ ECs (purple) is mutually exclusive. Bottom: GFP^+^ cells colocalize with the stromal marker PDGFRβ (purple). Colocalization in the merged images is shown in white. Nuclei were stained with Hoechst (blue). Zoomed representative regions of the merged images are shown as insets on the right panels. ONL, outer nuclear layer; OS/IS, outer segments/inner segments. Scale bar, 20 µm. Results are representative of at least two independent experiments. **(d)** Percentage of GLI1^+^ cells (GFP^+^) in RPE/choroid and lung. Left: Representative quantification of choroidal GLI1^+^ cells from *Gli1^GFP/+^* mice by flow cytometry (green lines). *Gli1^+/+^* mice (black lines) were used as a negative control to set background fluorescence levels. Right: Choroid and lung GLI1^+^ cells were quantified by flow cytometry and represented as the percentage of total cells in each tissue (*n* = 3, *t* test). ***, P < 0.001. **(e)** Characterization of choroidal GLI1^+^ cells by flow cytometry. Gated GLI1^+^ cells (GFP^+^) were analyzed for the expression of CD45 (hematopoietic marker), CD31 (EC marker), and the MSC markers CD105, CD29, PDGFRβ, and SCA1. Unstained samples (black lines) were used to set background fluorescence levels. Numbers show the percentage ± SD (*n* = 3) of GFP^+^ cells positive for the different markers. **(f)** Choroidal GLI1^+^ cells were isolated from *Gli1^GFP/+^* mice by cell sorting (GFP^+^ cells) and expanded in culture. GLI1^+^ cells were exposed to adipogenic (Ad) or osteogenic (Os) media, and expression of *Fabp4* and *Spp1* (adipocyte and osteoblast markers, respectively) was assessed by real-time PCR at days 0 and 21 of differentiation (*n* = 3, ANOVA + Bonferroni test). ***, P < 0.001. **(g)** GLI1^+^ cells were cultured in osteogenic (left) or adipogenic (right) media for 21 d. Osteogenic and adipogenic differentiation was assessed by the appearance of calcium deposits (Alizarin red S staining) or intracellular lipid vesicles (oil red O staining), respectively. Day 0 cultures were included as controls. **(h)** Inhibition of T cell proliferation by GLI1^+^ cells (experiment outline). CFSE-labeled allogeneic mouse splenocytes were activated with anti-CD3 antibody and cultured alone or in the presence of choroid GLI1^+^ cells at different ratios (GLI1^+^ cells/splenocytes, 1:1 and 1:4) for 4 d. **(i)** CFSE dilution histograms showing that the proliferation of CD4^+^ and CD8^+^ T cells (white histogram) is strongly inhibited by choroidal GLI1^+^ cells at both 1:1 and 1:4 ratios. **(j)** Quantification of panel i using the division index (average number of divisions after stimulation) and the percentage of divided cells (No GLI1^+^ cells, *n* = 2; 1:1, *n* = 3; 1:4, *n* = 3; ANOVA + Bonferroni test). *, P < 0.05; **, P < 0.01; ***, P < 0.001. Results in panels f–j are representative of two independent experiments.

Previous work demonstrated the constitutive presence of perivascular GLI1*^+^* MSC-like cells in several adult mouse tissues. These cells represent between 0.01% and 0.17% of total tissue cells and are capable of differentiating into adipocytes, osteoblasts, and chondrocytes in vitro (Kramann et al., 2015). To assess their potential similarity with choroidal GLI1*^+^* cells described here, we first studied the percentage of GFP^+^ cells in whole digested tissue by flow cytometry. We found that the population of resident GFP^+^ cells in RPE/choroid was 15.8 ± 1.3%, a much higher percentage compared with lung tissue (1.28 ± 0.2%; Fig. 3 d and Fig. S2). Next, we phenotyped choroidal GFP^+^ cells by flow cytometry studying the expression of a repertoire of cell surface markers previously used to characterize GLI1*^+^* MSC-like cells in other tissues (Kramann et al., 2015). We found that virtually all choroidal GFP^+^ cells were positive for PDGFRβ and CD29 and negative for the hematopoietic lineage marker CD45 and the EC marker CD31, and ∼50% expressed CD105 and SCA1 (Fig. 3 e). To study whether choroidal GLI1*^+^* cells are pluripotent in vitro, we isolated GLI1*^+^* cells from RPE/choroid of *Gli1^GFP/+^* mice by cell sorting based on GFP expression. Isolated GFP^+^ cells were plastic adherent and could be differentiated into osteoblast- and adipocyte-like cells (Fig. 3, f and g). Since it is well established that MSCs inhibit T cell proliferation in vitro (Uccelli et al., 2008), we tested whether choroidal GLI1^+^ cells exert the same effect. Mouse splenocytes were labeled with CFSE, polyclonally activated, and cultured in the absence or presence of allogeneic choroidal GLI1^+^ cells. Proliferation of CD4^+^ and CD8^+^ T cells was inhibited in the presence of GLI1^+^ cells in a dose-dependent manner (Fig. 3, h–j). Overall, our characterization of choroidal GLI1*^+^* cells is in agreement with the MSC-like identity previously reported for GLI1*^+^* perivascular cells from other tissues (Kramann et al., 2015).

**Figure S2.**
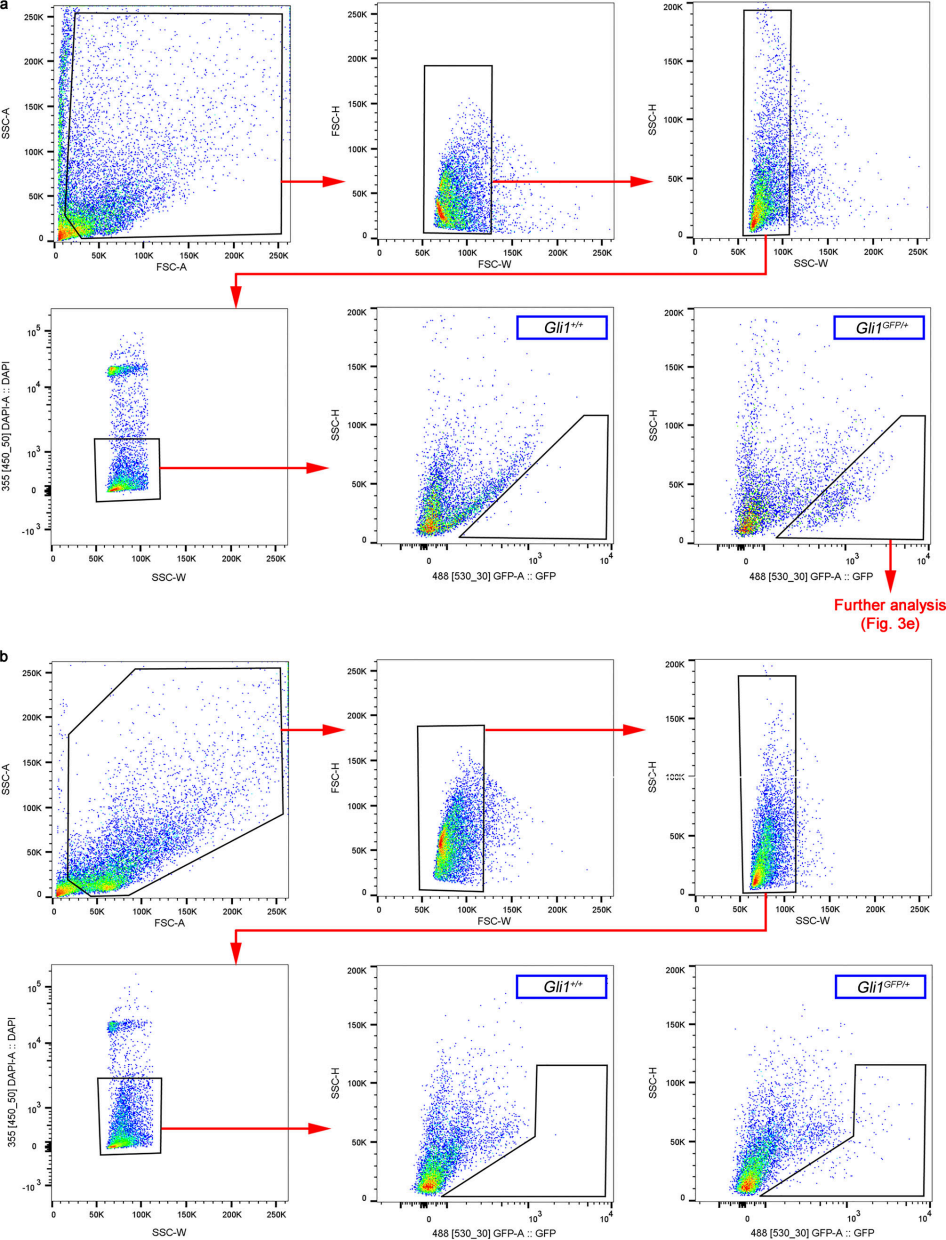
**Gating strategy to quantify and characterize GLI1^+^ cells from *Gli1^GFP/+^* mice by flow cytometry.** **(a and b)** Analysis of GFP^+^ cells from RPE/choroid (a) and lung (b). Tissue from *Gli1^+/+^* mice was used as negative control. FSC-H, forward scatter height; SSC-A, side scatter area; SSC-H, side scatter height; SSC-W, side scatter width.

### RPE/choroid transcriptional alterations after EC-specific deletion of *Ihh* in adult mice

To directly study the role of choroidal EC-expressed *Ihh* in choroidal and retinal homeostasis of adult mice, we generated a mouse model that enabled EC-specific, inducible *Ihh* deletion. *Cdh5*-PAC-Cre^ERT2^ mice, in which a tamoxifen-inducible Cre is expressed under the control of the EC-specific *Cdh5* promoter (Wang et al., 2010), were crossed with mice harboring floxed *Ihh* to obtain *Cdh5*-PAC-Cre^ERT2^ *Ihh^loxP/loxP^* mice (hereafter termed *Ihh^iΔEC/iΔEC^*). To assess *Ihh* deletion efficiency in our inducible system, we treated control (*Cdh5*-PAC-Cre^ERT2^ *Ihh^+/+^*, hereafter termed *Ihh^+/+^*) and *Ihh^iΔEC/ΔiEC^* adult mice with tamoxifen and assessed *Ihh* mRNA levels in RPE/choroid by real-time PCR. We observed that *Ihh^iΔEC/iΔEC^* mice presented a ∼70% reduction in *Ihh* mRNA levels. Confirming that IHH signaling is diminished in mutants, *Gli1* expression was similarly decreased (Fig. 4 a). These results confirmed our scRNAseq data showing that the main source of *Ihh* expression in RPE/choroid tissue are choroidal ECs and, importantly, demonstrate that choroidal *Gli1* expression depends on EC-expressed *Ihh*.

**Figure 4.**
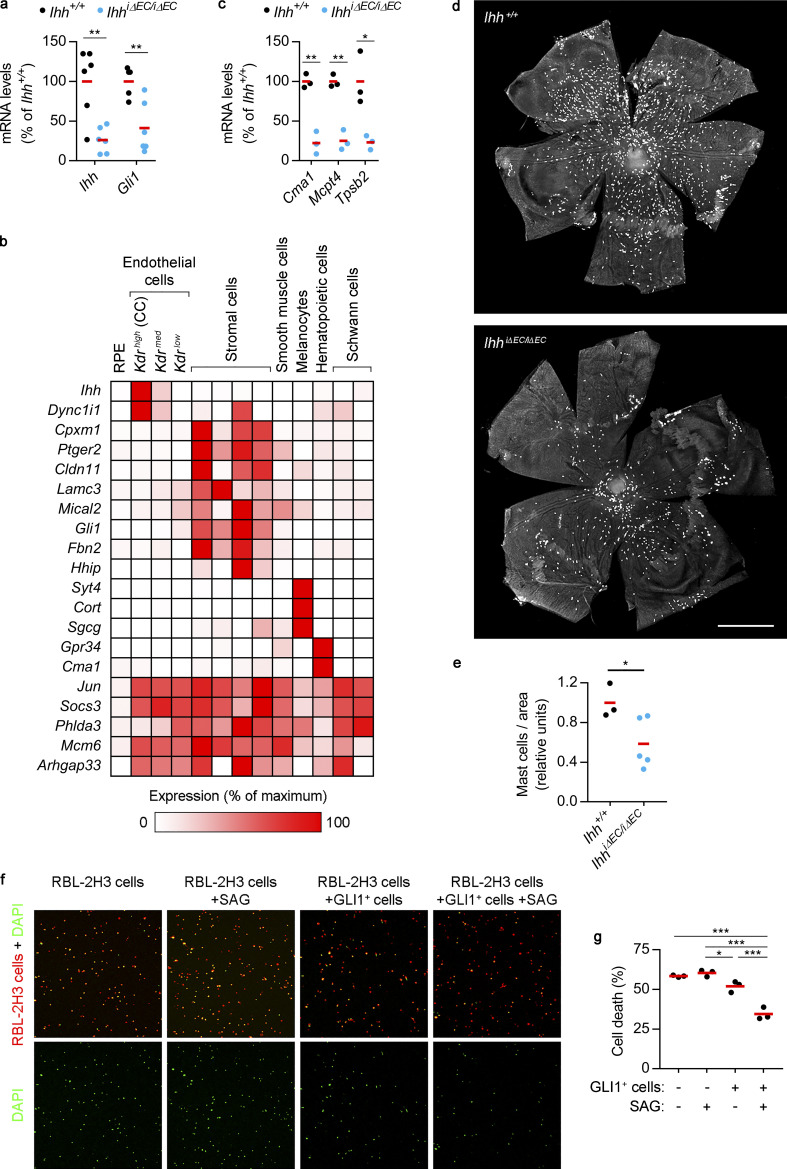
**RPE/choroid transcriptional alterations and loss of choroidal mast cells after EC-specific *Ihh* deletion.** **(a)** Real-time PCR showing *Ihh* and *Gli1* expression levels in RPE/choroid tissue from *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice (black and blue dots, respectively). Individual dots correspond to different animals, and red bars represent average values. Relative gene expression is presented as the percentage of *Ihh^+/+^* mice (*n* = 6, *t* test). **, P < 0.01. **(b)** RNAseq analysis of RPE/choroid tissue from *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice and cross-comparison with scRNAseq data. The heatmap shows genes with ≥1 FPKM in *Ihh^+/+^* mice that were significantly down-regulated in *Ihh^iΔEC/iΔEC^* mice (*n* = 3, at least twofold change, Benjamini–Hochberg corrected adj P < 0.05). Their relative expression across RPE/choroid cell types was calculated using the average normalized UMIs in each cluster and represented as the percentage of the cluster with maximum expression. White, 0%; red, 100%. **(c)** Real-time PCR showing the expression of mast cell markers in RPE/choroid tissue from *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice (*n* = 3, *t* test). *, P < 0.05; **, P < 0.01. Results are represented as in panel a. **(d)** Representative avidin staining assay to localize choroidal mast cells using flatmounts from albino *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice. Scale bar, 1,000 µm. **(e)** Quantification of avidin staining assays shown in panel d. Results are expressed as number of mast cells normalized by flatmount area and presented as relative units (*Ihh^+/+^*, *n* = 3; *Ihh^iΔEC/iΔEC^,* *n* = 5, *t* test). *, P < 0.05. **(f)** In vitro assays to study the survival of serum-starved RBL-2H3 cells (red) in the absence or presence of choroidal GLI1^+^ cells and the HH pathway agonist SAG. Dead cells are DAPI^+^ (green). **(g)** Quantification of RBL-2H3 cell death shown in panel f. The graph shows the percentage of DAPI^+^ RBL-2H3 cells. Black dots correspond to biological replicates, and red bars represent average values (*n* = 3, ANOVA + Bonferroni test). Results are representative of two independent experiments. *, P < 0.05; ***, P < 0.001.

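RPE/choroid tissue of 3 *Ihh+/+* and 3 *Ihh iΔEC/iΔEC* mice was sequenced, 1 library per mouse. The sample labels give an age of 6 months and 12 weeks after tamoxifen. The authors aligned the reads as for the ECs, and deposited for each of 17623 genes the average FPKM of each genotype and the log2 fold change and adjusted P of DESeq2. They gave an adjusted P to 15888 genes. No value of a single mouse and no depth is in the table, so no SD, no test between mice and no analysis without 1 mouse could be made, and every call of a change is the authors'. Computed here were the ratios of the group averages, tallies and enrichments of the authors' calls, and the medians of gene lists. The median of a list was compared with the medians of 10,000 random lists whose genes lay within 100 ranks of mean FPKM, among genes with a mean of at least 0.1 FPKM. The table lists no gene of chromosome 15, on which the annotation has 784 protein-coding genes, while it lists 86.3 to 94.1% of the single-cell genes of each other chromosome except Y, of which it lists 4 of 5.

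By the authors' deposited adjusted P under 0.05, 181 genes were higher and 158 lower in *Ihh iΔEC/iΔEC* mice, and the median log2 fold change of all tested genes was 0.00 to 2 decimals. A minimum mean of 1 FPKM, the only alternative run for these counts, left 104 of the genes higher and 123 lower. Among called genes with at least 1 FPKM in the higher group, the largest falls in the authors' DESeq2 table were those of *Prb1* (−2.75, adjusted P = 0.001), *Gm4736* (−2.11), *Ihh* (−1.88, adjusted P = 0.0159), *Cma1* and *Mcm6*. The largest rises in that DESeq2 table included those of *Fgfbp1* (8.16, adjusted P = 5.56e-09), *Krt15* (7.40), *Krt16* (6.70) and *Aqp3* (6.55). *Krt15* had 31.004 FPKM in *Ihh iΔEC/iΔEC* and 0.148 in *Ihh+/+* mice. Of these 4 genes only *Fgfbp1* has a row in the single-cell tables, and 27 of 29 other genes of surface epithelium were also higher in *Ihh iΔEC/iΔEC* mice. Chromosome 1, which holds *Ihh*, had 40 of the 339 called genes against 21.0 expected from all tested genes.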

Next, we performed bulk RNAseq analyses of RPE/choroid tissue obtained from tamoxifen-treated *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice (Data S1 h). To analyze the impact of EC-specific *Ihh* deletion on the different cell types within RPE/choroid tissue, we assembled a list of genes whose expression in *Ihh^+/+^* mice was ≥1 FPKM and at least twofold higher than in *Ihh^iΔEC/iΔEC^* mice (adj P < 0.05). 

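The averages of the authors' table met this rule for 29 genes. They included 19 of the 20 genes of Fig. 4 b, the exception being *Cort*, whose average was 1.98 times as high in *Ihh+/+* mice. The 10 genes outside Fig. 4 b were *C630043F03Rik*, *Cdk15*, *Comp*, *Egfr*, *Foxd2*, *Gm4736*, *Nfatc2*, *Prb1*, *Smoc2* and *Tnfrsf14*, named after the tally was seen. The ratio of *Ihh+/+* to *Ihh iΔEC/iΔEC* averages was largest for *Prb1*, at 6.92, and *Gm4736*, at 6.50. *Ihh* itself had 1.53 FPKM in *Ihh+/+* and 0.454 FPKM in *Ihh iΔEC/iΔEC* mice, a ratio of 3.37. With a pseudocount of 1 FPKM, the alternative that moved the count most, 11 genes were left. When the deposited log2 fold change of −1 or lower took the place of the ratio of averages, a rule chosen after the data were seen, 23 genes were left, with all 20 genes of Fig. 4 b among them.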

In other words, we selected for genes highly expressed in RPE/choroid that were markedly down-regulated after EC-specific *Ihh* deletion. We then used our scRNAseq analyses of wild-type mice to plot the relative expression of each of these genes in all RPE/choroid cell clusters (Fig. 4 b). We found that relative expression of these genes in RPE was very low. This result indicated that, at least under basal conditions, EC-specific *Ihh* deletion had little impact on RPE transcriptome compared with the rest of the cell types. 

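For the 20 genes of Fig. 4 b, the share of RPE in the UMIs per 10,000 summed over the 13 clusters of the C57BL/6J library had a median of 0.211% and was at most 1.22%, for *Lamc3*. In the B6129PF1/J library the median was 0.315% and the highest share was 9.59%, for *Cma1*, which had only 24 UMIs there. Of all 29 genes of the list, 26 have a row in the single-cell tables and 25 have UMIs in the C57BL/6J library, and the RPE share of these 25 had a median of 0.266% and was at most 1.49%, for *Nfatc2*.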

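Genes enriched in RPE were also followed in the bulk table. By the deposited averages of the C57BL/6J library, 305 genes were at least 5 times as high in cluster 1 as in every other cluster, and 249 of them are in the bulk table. Of these, 36 or 14.5% (10.3 to 19.4%) had a lower log2 fold change in *Ihh iΔEC/iΔEC* mice, and the median in the authors' table was 0.29, above all 10,000 random lists (central 95% from −0.01 to 0.04, over the 244 genes above the minimum of 0.1 FPKM). None was called lower and 20 were called higher by the authors, among them *Car12*, *Slc2a12* and *Dapl1*, named after their values were seen. Averages of whole tissue do not separate a change within RPE cells from a difference in the tissue sampled. Genes of ciliary epithelium, a list written after epithelial rises had been seen, also rose there, with a median of 2.13 over 9 genes. From the very low relative expression in RPE of the genes that fell, the paper reads that *Ihh* deletion had, at least under basal conditions, little impact on the RPE transcriptome compared with the other cell types.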

Out of the 20 genes included in the list, we found 8 that were clearly enriched in stromal cell clusters 5–8, including the HH-induced genes *Gli1* and *Hhip*. This finding was expected, given our previous observation that stromal cells are the main choroidal *Ihh* target. 

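Stromal clusters 5 to 8 held more than 50% of the UMIs per 10,000 summed over clusters in the C57BL/6J library for 8 of the 20 genes, and these were *Cpxm1*, *Ptger2*, *Cldn11*, *Lamc3*, *Mical2*, *Gli1*, *Fbn2* and *Hhip*. Their stromal shares ran from 68.0% for *Mical2* to 98.0% for *Hhip*. In the B6129PF1/J library 10 genes passed 50%, the same 8 with *Dync1i1* (53.9%) and *Arhgap33* (73.6%, from 24 UMIs). *Gli1* lies on chromosome 10 from 127329882 to 127341974 and had an average of 3.15 FPKM in *Ihh iΔEC/iΔEC* and 9.40 FPKM in *Ihh+/+* mice, with a log2 fold change of −1.59 (adjusted P = 3.98e-08) in the authors' deposited table. *Hhip* had 0.346 and 1.05 FPKM, with −1.56 (adjusted P = 1.5e-19 from DESeq2) in the authors' table. The HH targets that the paper names had a median of −1.26 in the authors' table. It names *Gli1*, *Hhip*, *Ptch1* and *Foxl1* among genes chosen for their fall in these data, so this median is no separate evidence.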

Interestingly, EC-specific *Ihh* deletion not only altered genes expressed by HH-responding stromal cells but also down-regulated genes expressed almost exclusively in other choroidal cell populations that are not direct targets of IHH. That was the case for *Syt4*, *Cort*, and *Sgcg*, which are highly enriched in melanocytes, and *Gpr34* and *Cma1*, which are selectively detected in hematopoietic cells. These results strongly suggest that deletion of EC-expressed *Ihh* indirectly affects choroidal melanocytes and hematopoietic cells. 

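Melanocyte cluster 10 held 99.4% of the summed UMIs per 10,000 of *Syt4* in the C57BL/6J library, and 99.5% of those of *Cort*, which rest on 17 UMIs. Hematopoietic cluster 11 held 86.3% of *Gpr34* and 99.0% of *Cma1*, and nearly all UMIs of *Cma1* came from 2 cells. In the B6129PF1/J library the shares of cluster 10 were 96.2% and 96.0% for *Syt4* and *Cort*, and the share of cluster 11 was 69.5% for *Gpr34* but 19.7% for *Cma1*, which had 24 UMIs there. By the deposited averages, cluster 11 held 83.3% of *Cma1* in B6129PF1/J, while the counts used here hold 3 of its UMIs in this cluster. In the bulk table, the average was 2.26 times as high in *Ihh+/+* as in *Ihh iΔEC/iΔEC* mice for *Syt4* (26.9 against 11.9 FPKM), 2.56 times for *Gpr34* and 3.49 times for *Cma1* (1.64 against 0.470 FPKM). The authors' deposited adjusted P values were 0.0292 for *Syt4*, 0.0123 for *Cort*, 0.00135 for *Gpr34* and 0.0154 for *Cma1*.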

Finally, a group of genes (*Jun*, *Socs3*, *Phlda3*, *Mcm6*, and *Arhgap33*) presented homogeneous relative expression in many choroidal cell types. However, because clusters 5–8 constitute ∼50% of the total cellular content of RPE/choroid tissue (Table 1), this analysis strategy is not appropriate to elucidate whether the decreased expression of these genes by at least twofold in the RPE/choroid of *Ihh^iΔEC/iΔEC^* mice results from their down-regulation in choroidal stromal cells, nonstromal cells, or both. 

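In the C57BL/6J library, no cluster held more than 27.3% of the summed UMIs per 10,000 of these 5 genes, the largest share being that of cluster 7 for *Arhgap33*. The stromal clusters together held 46.1% of *Jun*, 34.2% of *Socs3*, 42.2% of *Phlda3*, 44.3% of *Mcm6* and 48.7% of *Arhgap33*. *Jun* had 62.3 FPKM in *Ihh+/+* and 18.7 FPKM in *Ihh iΔEC/iΔEC* mice, with a log2 fold change of −1.69 (adjusted P = 0.0289) in the authors' deposited table. *Jun* and *Socs3* are immediate-early genes, and of the other 17 genes of a list of such genes 9 were lower and 8 higher. *Mcm6* and *Phlda3* lie on chromosome 1 with *Ihh*, and *Mcm6* had 271 UMIs in the B6129PF1/J against 522 UMIs in the C57BL/6J single-cell library.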

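Clusters 5 to 8 held 1734 cells or 47.7% (46.0 to 49.3%) of the B6129PF1/J library and 1760 cells or 44.8% (43.2 to 46.4%) of the C57BL/6J library. These are shares of the dissociated and retained cells, and the share of stromal RNA in whole tissue was not measured.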

Taken together, our bioinformatics analyses suggest that EC-expressed *Ihh* directly regulates gene expression in GLI1*^+^* perivascular MSC-like cells, which may in turn induce alterations in other choroidal cell types, including melanocytes and hematopoietic cells.

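Over all 29 genes found here from the averages, the stromal clusters held more than 50% of the summed UMIs per 10,000 for 12 of the 25 genes with UMIs in the C57BL/6J library. The 55 genes enriched in stromal cluster 7 moved down as a list, with 35 of 50 lower (70.0%, 55.4 to 82.1%) and a median log2 fold change of −0.39 in the authors' table, while the lists of stromal clusters 5, 6 and 8 had medians of 0.05, −0.13 and 0.21. From the stromal, melanocyte and hematopoietic genes among those that fell, the paper proposes that *Ihh* of ECs acts directly on GLI1+ stromal cells, which may in turn alter other choroidal cell types.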

### Impairment of HH signaling causes loss of choroidal mast cells

*Cma1* encodes chymase 1, a protease specifically expressed by mast cells (Dwyer et al., 2016). Mast cells control innate and adaptive immune responses and trigger IgE-associated allergic inflammation (Galli et al., 2008). Although the existence of choroidal mast cells in humans and rodents is well established (May, 1999; McMenamin, 1997; McMenamin and Polla, 2013), their role in the choroid is unknown. The decrease of *Cma1* expression in *Ihh^iΔEC/iΔEC^* mice (Fig. 4 b) suggested that EC-specific *Ihh* expression may control the number and function of choroidal mast cells. 

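*Mcpt4* had an average of 0.576 FPKM in *Ihh iΔEC/iΔEC* and 1.90 FPKM in *Ihh+/+* mice, and *Tpsb2* had 0.883 and 2.34 FPKM. The *Ihh+/+* averages were 3.29 and 2.65 times as high. The authors' deposited table lists log2 fold changes of −1.64 for *Mcpt4* and −1.51 for *Tpsb2*, with adjusted P values from DESeq2 of 0.0747 and 0.0644. In the single-cell counts, cells with at least 10 UMIs of a mast cell gene numbered 2 of the 127 cells of cluster 11 in C57BL/6J (1.57%, 0.191 to 5.57%) and 0 of the 106 cells in B6129PF1/J (0 to 3.42%). The deposited averages of cluster 11 in B6129PF1/J are 0.513 for *Mcpt4* and 0.544 for *Tpsb2*, while the counts used here hold 0 UMIs and 1 UMI of them.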

We reanalyzed our RNAseq data in search for other mast cell specific markers (Dwyer et al., 2016) and found that in addition to *Cma1* (adj P = 0.02), *Mcpt4* and *Tpsb2* expression was also reduced in *Ihh^iΔEC/iΔEC^* mice more than twofold (adj P = 0.07 and 0.06, respectively; Data S1 h), albeit not reaching the statistical significance threshold of adj P < 0.05 used to filter data shown in Fig. 4 b. Real-time PCR assays revealed significantly decreased expression of *Cma1*, *Mcpt4*, and *Tpsb2* in RPE/choroid tissue from *Ihh^iΔEC/iΔEC^* mice (Fig. 4 c), suggesting that EC-specific *Ihh* deletion may result in reduced numbers of choroidal mast cells. To address this possibility, we performed avidin staining assays to detect mast cells (Tharp et al., 1985; Veerappan et al., 2008) in RPE/choroid flatmounts. Because RPE and choroidal pigmentation interferes with flatmount imaging, these experiments were performed using albino mice generated by breeding the C57BL/6J-derived *Ihh^iΔEC/iΔEC^* pigmented line with albino mice. Quantitative image analysis showed reduced numbers of choroidal mast cells in albino mice after EC-specific *Ihh* deletion (Fig. 4, d and e). Next, we tested whether alteration of the HH pathway in GLI1^+^ cells also resulted in reduced numbers of choroidal mast cells. We intercrossed albino *Gli1^GFP/+^* animals to obtain *Gli1^GFP/GFP^* mice, which are indeed null for *Gli1* function. Although *Gli1* is dispensable for normal mouse development (Bai et al., 2002; Park et al., 2000), *Gli1* deletion induces altered phenotypes in particular contexts (Lees et al., 2008; Merchant et al., 2010). Real-time PCR assays showed that expression of *Cma1*, *Mcpt4*, and *Tpsb2* in RPE/choroid tissue from *Gli1^GFP/GFP^* mice was significantly reduced compared with *Gli1^+/+^* mice (Fig. S3 a). Avidin staining assays showed reduced numbers of choroidal mast cells in *Gli1^GFP/GFP^* mice (Fig. S3, b and c), confirming the importance of HH signaling for choroidal mast cell fate. These results demonstrate that blunting HH signaling, either by decreasing ligand levels (IHH) or impairing target cell response (*Gli1* deletion), results in reduced numbers of choroidal mast cells. One attractive explanation for this observation is that mast cell survival in the choroid may rely on factors provided by HH-stimulated GLI1^+^ cells. As a proxy to test this hypothesis, we performed in vitro assays using RBL-2H3 cells, a cell line widely used to study some features of mast cell physiology (Passante and Frankish, 2009). Fluorescently labeled RBL-2H3 cells were cultured alone or together with GLI1^+^ cells, in the absence or presence of the HH pathway agonist Smoothened agonist (SAG; Chen et al., 2002). After 24 h of serum starvation, viability of nonadherent RBL-2H3 cells was evaluated by DAPI staining. The presence of GLI1^+^ cells reduced the percentage of dead RBL-2H3 cells (DAPI^+^), which was further decreased by the addition of SAG (Fig. 4, f and g). Importantly, SAG treatment in the absence of GLI1^+^ cells had no effect on RBL-2H3 cell viability. In sum, our in vivo and in vitro assays support a model in which EC-secreted IHH stimulates choroidal GLI1^+^ cells to promote mast cell survival.

**Figure S3.**
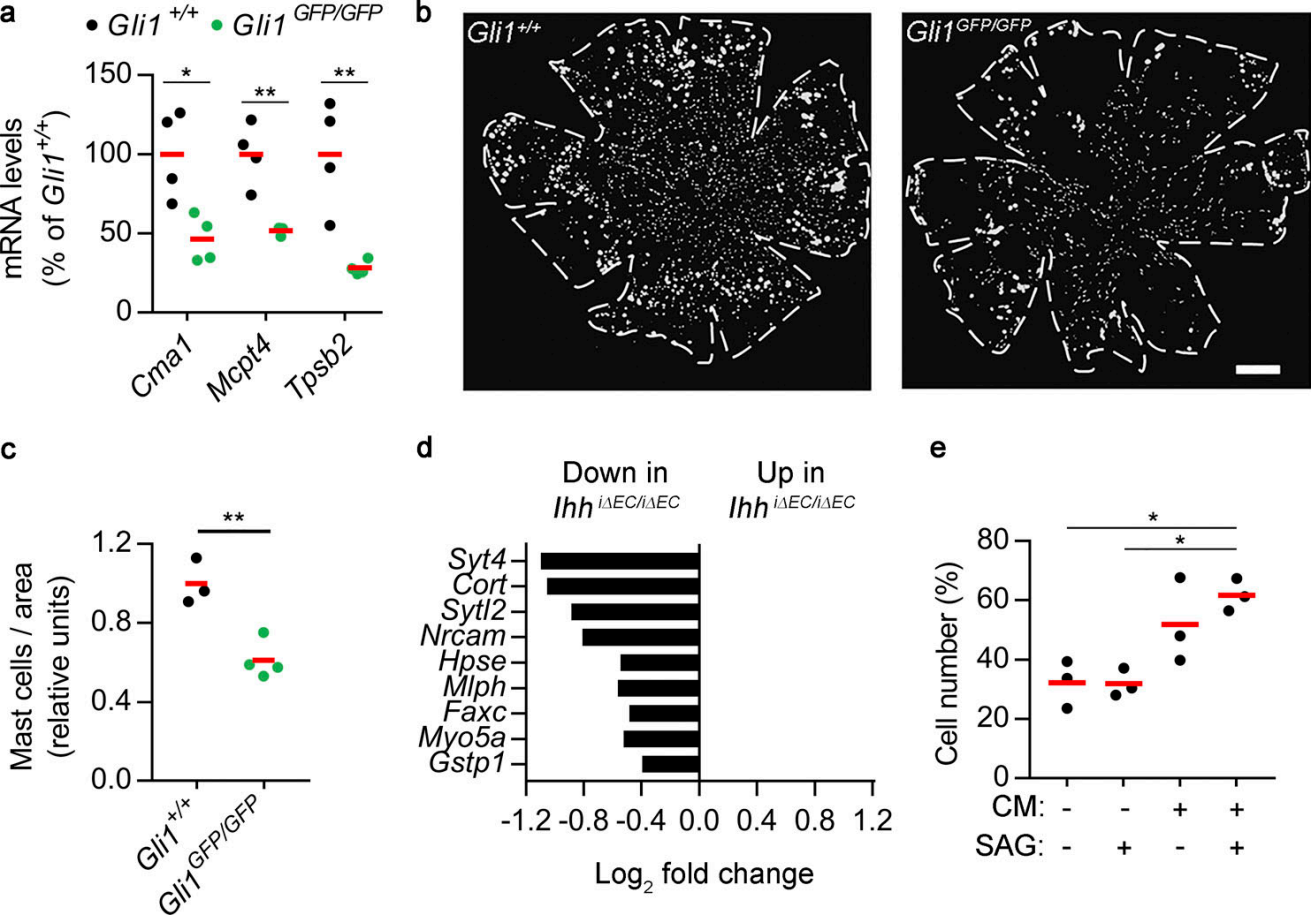
**Effects of HH signaling on choroidal mast cells and melanocyte proliferation.** **(a)** Real-time PCR showing the expression of mast cell markers in RPE/choroid tissue from *Gli1^+/+^* and *Gli1^GFP/GFP^* mice (black and green dots, respectively). Individual dots correspond to different animals, and red bars represent average values. Relative gene expression is presented as the percentage of *Gli1^+/+^* mice (*n* = 4, *t* test). *, P < 0.05; **, P < 0.01. **(b)** Representative avidin staining assay to localize choroidal mast cells using flatmounts from albino *Gli1^+/+^* and *Gli1^GFP/GFP^* mice. Panels show binary images used for segmentation, and dashed lines delineate flatmount contours. Scale bar, 500 µm. **(c)** Quantification of avidin staining assays shown in panel b. Results are expressed as number of mast cells normalized by flatmount area and presented as relative units (*Gli1^+/+^*, *n* = 3; *Gli1^GFP/GFP^*, *n* = 4; *t* test). **, P < 0.01. **(d)** Differential expression of melanocyte-enriched genes in RPE/choroid from *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice as determined by bulk RNAseq (*n* = 3, Benjamini–Hochberg corrected adj P < 0.05). **(e)** Serum-starved melan-a cells were grown in culture medium alone, culture medium supplemented with 100 nM SAG, or conditioned media (CM) from unstimulated or 100 nM SAG–treated GLI1^+^ cells. All conditions included 0.5% FBS. After 48 h, cell number was assessed and represented as the percentage of cells grown in normal melan-a culture medium with 10% FBS. Individual dots correspond to three independent experiments performed in biological triplicates, and red bars represent average values (*n* = 3, ANOVA + Bonferroni test). *, P < 0.05.

### HH-stimulated GLI1^+^ cells induce melanocyte proliferation

Because reduced RPE/choroid expression of mast cell markers correlated well with the actual number of choroidal mast cells, we reasoned that reduced expression of the melanocyte-enriched genes *Syt4*, *Cort*, and *Sgcg* in the RPE/choroid of *Ihh^iΔEC/iΔEC^* mice (Fig. 4 b) may also indicate loss of choroidal melanocytes. We used our scRNAseq data (Data S1 c) to compile a complete list of choroidal melanocyte-enriched genes (average normalized UMIs at least fivefold higher compared with other cell types; adj P < 0.05) and analyzed their expression in the RPE/choroid of *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice as determined by bulk RNAseq (Data S1 h). 

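The list was built from the deposited averages of the C57BL/6J library without the P filter, because P values across cells were not used here. It held 115 genes that were at least 5 times as high in melanocyte cluster 10 as in every other cluster, and 95 of them are in the bulk table. Of these, 83 or 87.4% (79.0 to 93.3%) had a lower log2 fold change in *Ihh iΔEC/iΔEC* mice. The median was −0.39, below all 10,000 random lists (central 95% from −0.04 to 0.05, over 90 of the genes). The authors' deposited table calls 9 genes lower (*Cort*, *Faxc*, *Gstp1*, *Hpse*, *Mlph*, *Myo5a*, *Nrcam*, *Syt4* and *Sytl2*) and 1 higher (*Rab17*). *Rab17* and *Mlph* lie on chromosome 1, as does *Ihh*. The share of genes lower moved most with the fold of the list, to 75.5% at 3 times and 97.3% at 10 times. With the authors' adjusted P for the cluster as a further filter, an alternative chosen after the data were seen, the list held 79 genes, of which 70 are in the bulk table and 65 were lower (92.9%). Cluster 10 had 26 cells in this library, so the list rests on few cells.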

We found a trend of reduced expression in *Ihh^iΔEC/iΔEC^* mice (65 out of 70 melanocyte-enriched genes; Data S1 i), and all genes with significant differential expression (adj P < 0.05) were down-regulated in *Ihh^iΔEC/iΔEC^* mice (Fig. S3 d). Conversely, using the same approach, we observed that *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice expressed similar levels of all smooth muscle cell– and choriocapillaris-enriched genes (with the exception of *Ihh* for the latter, as expected), suggesting that the reduction of melanocyte markers was specific (Data S1 i). These observations indicate that EC-specific *Ihh* deletion results in reduced numbers of choroidal melanocytes. 

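By the same rule, 126 genes were enriched in smooth muscle cluster 9, and 104 are in the bulk table. Of these, 47 or 45.2% (35.4 to 55.3%) were lower in *Ihh iΔEC/iΔEC* mice, and the median log2 fold change was 0.06. The 73 smooth muscle genes above the expression minimum had a median of 0.13, above all random lists (central 95% from −0.09 to 0.05). For smooth muscle genes at 10 times every other cluster, the median was 0.02, within the random range (79.9th percentile). The authors' deposited table calls none of them lower and *Mamdc2* (1.19, adjusted P = 0.0327) and *Ttc22* (4.21, adjusted P = 0.0121) higher. For choriocapillaris cluster 2, 20 of 24 genes are in the bulk table, 15 or 75.0% (50.9 to 91.3%) were lower and the median was −0.23. The 18 choriocapillaris genes above the expression minimum had a median of −0.20, within the random range of −0.23 to 0.15 (4.38th percentile). In 2 of the alternatives the median lay below that range: at 3 times it was −0.15 (random lists −0.11 to 0.06), and with the authors' adjusted P as a filter, chosen after the values were seen, −0.30 (−0.24 to 0.16). *Ihh* is the only choriocapillaris gene that the table calls changed.

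**Figure D2:**
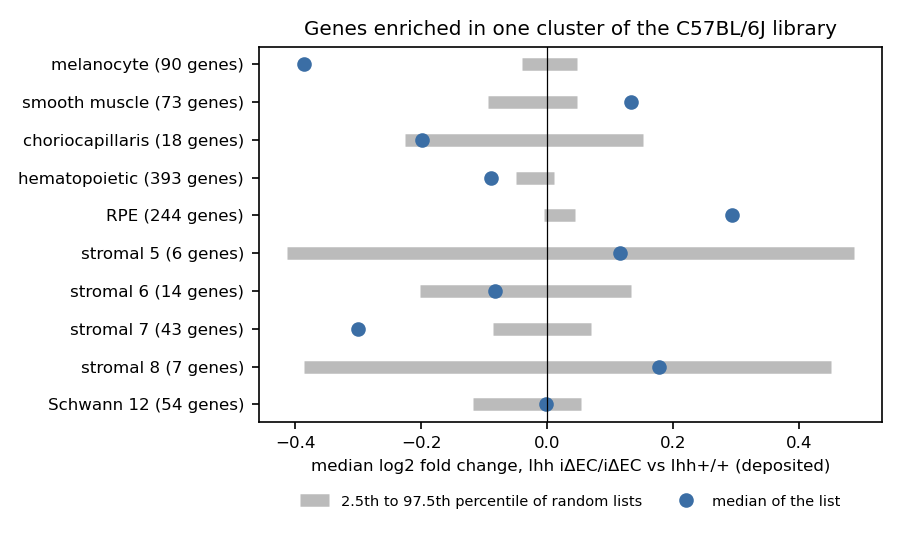
Median log2 fold change of *Ihh iΔEC/iΔEC* against *Ihh+/+* mice in the authors' table (x axis) for genes enriched in 1 cluster of the C57BL/6J library (y axis, with the number of genes above the expression minimum). Points are the medians of the lists and gray bars span the central 95% of 10,000 random lists. The melanocyte list lies at −0.39, the smooth muscle list at 0.13 and the RPE list at 0.29.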

To directly test whether HH signaling modulates melanocyte proliferation, we performed in vitro experiments using choroidal GLI1^+^ cells and the mouse melanocyte cell line melan-a (Bennett et al., 1987). Conditioned media from SAG-stimulated GLI1^+^ cells, but not SAG alone, significantly increased the proliferation of serum-starved melanocytes (Fig. S3 e). These results indicate that, in addition to promoting mast cell survival, HH-stimulated choroidal GLI1^+^ cells may modulate the homeostasis of choroidal melanocytes.

### HH signaling modulates the expression of inflammation-related genes in choroidal GLI1^+^ cells

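GLI1+ cells sorted from RPE/choroid tissue of 6 female *Gli1 GFP/+* mice, 72 d old, were cultured and treated for 24 h with 100 nM SAG, an agonist of the HH pathway component Smoothened, or with DMSO, in 3 libraries per condition. The authors processed the reads as for the tissue, and deposited average FPKM per condition with the log2 fold changes and adjusted P values of DESeq2 for 17623 genes, 13525 of them with an adjusted P. Values of single cultures are not in the table and their depth is unknown, so no SD and no test between cultures can be given here. By the authors' adjusted P under 0.05, 929 genes were higher and 1333 lower after SAG, and the median log2 fold change of all tested genes was 0.00 to 2 decimals. The largest rises among called genes with at least 1 FPKM in the higher group were those of *Gli1* (7.16, adjusted P = 6.04e-53 from DESeq2 in the authors' table), *Angpt4* (3.54), *Ptch1* (3.02), *Pgf* (2.05) and *Cxcl14* (1.89). The largest falls in the DESeq2 results were those of *Mx1* (−7.90, adjusted P = 1.45e-05), *Cxcl10* (−6.45), *Rsad2* (−5.70), *Ifi205* (−4.18) and *Oas1a* (−3.75). *Gli1* had an average of 0.028 FPKM with DMSO and 3.65 FPKM with SAG.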

To gain further insight into the crosstalk mechanisms and functional roles of the HH pathway in the choroid, we performed RNAseq analyses of cultured choroidal GLI1^+^ cells in the absence or presence of the HH pathway agonist SAG (Fig. 5 a and Data S1 j). 

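Counted here from the group averages, 32 genes were at least 2 times as high with SAG and 63 at least 2 times as high with DMSO, among genes with an authors' adjusted P under 0.05 and at least 1 FPKM in the higher condition. *Mx1* had 3.82 FPKM with DMSO and 0.01 FPKM with SAG, and *Cxcl10* had 1.29 and 0.0207 FPKM. With a pseudocount of 1 FPKM, the alternative that moved these counts most, 11 genes were higher and 40 lower. The deposited log2 fold changes, a rule chosen after the data were seen, gave 29 and 70 genes.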

Gene Ontology analyses of up- and down-regulated genes (at least twofold) using DAVID software (Huang et al., 2009) showed that the most significant transcriptome changes upon HH pathway activation corresponded to genes related to immune response, including the categories cellular response to IFN-β, cellular response to IFN-γ, and innate immune response (Fig. 5 b). 

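The gene sets of the paper's pathway analysis are not used here; a list of 50 interferon-stimulated genes, written beforehand from general knowledge, took their place. Of these, 47 had a mean of at least 0.1 FPKM in the cultures. All 47 had a lower log2 fold change after SAG, the smallest fall being −0.88, and the median in the authors' table was −2.45, below all 10,000 random lists (central 95% from −0.04 to 0.05). The authors' adjusted P was under 0.05 for 22 of them. The median moved most, to −1.55, with a pseudocount of 1 FPKM on the ratio of averages. Of the pro-inflammatory genes of Fig. 6 g, *Ccl2* fell from 2.93 FPKM with DMSO to 1.08 FPKM with SAG. In the RPE/choroid tissue of *Ihh iΔEC/iΔEC* mice, 47 genes of the list passed the same minimum and had a median of −0.02 (47.3rd percentile), and none was called changed.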

Gene set enrichment analysis (GSEA; Subramanian et al., 2005) confirmed that SAG treatment significantly reduced the expression of genes related to immune response and cellular response to IFN-β and IFN-γ (Fig. 5 c). Moreover, Ingenuity Pathway Analysis (Qiagen) showed that HH pathway activation significantly inhibited transcriptional networks downstream IFN-β, IFN-γ, several IFN regulatory factors, and proinflammatory receptors and transcriptional regulators such as IL-6R, IL-1R1, STAT1, and NF-κB (Data S1 k). Conversely, HH activation resulted in gene expression changes that mimicked transcriptional events downstream of IL-10RA, the receptor for the anti-inflammatory cytokine IL-10 (Data S1 k). Next, we sought to assess the contribution of such crosstalk mechanism to the transcriptional changes induced in RPE/choroid tissue after EC-specific *Ihh* deletion. Using our RNAseq data, we selected genes whose fold change expression in SAG-treated GLI1^+^ cells (adj P < 0.05 versus control cells) was inversely correlated to the fold change observed in RPE/choroid from *Ihh^iΔEC/iΔEC^* mice (adj P < 0.05 versus *Ihh^+/+^* mice; Fig. 5 d). Out of 158 genes significantly down-regulated in *Ihh^iΔEC/iΔEC^* mice, 29 were up-regulated in SAG-treated GLI1^+^ cells. 

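Of 13337 genes with an adjusted P in both comparisons, the authors' tables call 139 lower in *Ihh iΔEC/iΔEC* mice and 925 higher after SAG. Both calls were shared by 29 genes, the 29 genes of Fig. 5 d, against 9.64 expected by chance (odds ratio 3.62, p = 6.86e-08, two-sided Fisher's exact test). Genes are not independent of each other, so this p is a guide only. With a minimum mean of 1 FPKM, 19 genes were shared (odds ratio 3.00, exact p = 1.15e-04). With a change of at least 2 times in both comparisons, chosen after the data were seen and the alternative that moved the count most, 6 genes were shared (odds ratio 41.5). As a reference, 30 genes were lower in *Ihh iΔEC/iΔEC* mice and also lower after SAG, against 13.8 expected (odds ratio 2.54, exact p = 3.86e-05).

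**Figure D3:**
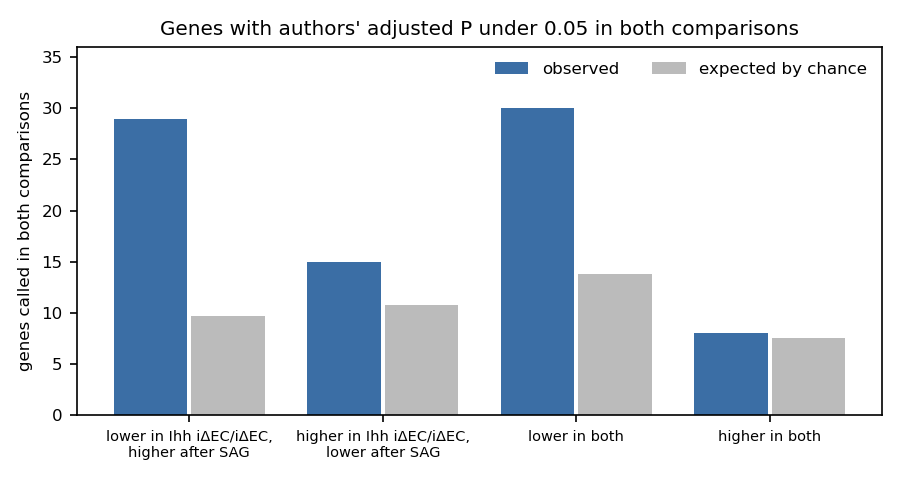
Number of genes (y axis) that the authors' tables call in both comparisons, for each pair of directions (x axis), beside the number expected by chance among the 13337 genes tested in both. Genes lower in *Ihh iΔEC/iΔEC* mice exceed the expectation in both directions of the SAG comparison, with 29 against 9.64 and 30 against 13.8.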

As expected, these genes included HH downstream targets such as *Gli1*, *Ptch1*, *Foxl1*, and *Hhip*. On the other hand, RPE/choroid from *Ihh^iΔEC/iΔEC^* mice presented increased expression of 181 genes, 15 of which were down-regulated in SAG-treated GLI1^+^ cells. 

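*Ptch1*, on chromosome 13 from 63508328 to 63573598, had 4.98 FPKM in *Ihh iΔEC/iΔEC* and 7.69 FPKM in *Ihh+/+* mice, and 10.1 FPKM with SAG and 1.13 FPKM with DMSO. *Foxl1* had 0.427 and 0.883 FPKM in the tissue and 0.283 and 0.0930 FPKM in the cultures, and *Hhip* had 1.28 FPKM with SAG and 0.368 FPKM with DMSO. The authors' deposited tables list log2 fold changes in *Ihh iΔEC/iΔEC* mice of −0.63 for *Ptch1* (adjusted P = 0.015) and −1.26 for *Foxl1* (adjusted P = 0.0313). After SAG they list 1.86 for *Foxl1* and 1.68 for *Hhip*.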

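The authors' tables call 109 genes higher in *Ihh iΔEC/iΔEC* mice and 1320 lower after SAG among the genes tested in both comparisons. The 15 shared genes, which were the 15 genes of Fig. 5 d, compare with 10.8 expected by chance (odds ratio 1.46, p = 0.195, two-sided Fisher's exact test), a difference that chance alone can give. With a minimum mean of 1 FPKM, 9 genes were shared (odds ratio 1.82, exact p = 0.107). With a change of at least 2 times in both, chosen after the data were seen, 4 genes were shared and the odds ratio rose to 14.9 (exact p = 2.5e-04). Genes higher in both comparisons numbered 8, against 7.56 expected. Of the 15 genes, 6 lie on chromosome 1, against 0.880 expected (exact p = 1.27e-04).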

Interestingly, genes with the highest differential expression of this list included the IFN-activated genes *Ifi202b* and *Gm14446* (*Ifit1bl1*), as well as *F2rl1*, which encodes the proinflammatory receptor PAR2 (Déry et al., 1998; Steinhoff et al., 2000). Collectively, our bioinformatics analyses strongly suggest that HH signaling blunts the transcriptional changes of choroidal GLI1*^+^* cells in response to proinflammatory factors. Thus, crosstalk between EC-secreted IHH and stromal GLI1^+^ cells may be key for the maintenance of choroidal immune homeostasis.

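*Ifi202b*, on chromosome 1 from 173962568 to 173982744, had 0.723 FPKM in *Ihh iΔEC/iΔEC* and 0.021 FPKM in *Ihh+/+* mice, and 1.00 FPKM with SAG and 3.29 FPKM with DMSO. The authors' deposited tables list log2 fold changes of 7.40 (adjusted P = 0.0309) and −1.83 (adjusted P = 0.0275). In the single cells, *Ifi202b* had 37 UMIs in the B6129PF1/J library and 0 UMIs in the C57BL/6J library. *Gm14446*, on chromosome 19 from 34592891 to 34601956, had 4.13 FPKM in *Ihh iΔEC/iΔEC* and 0.296 FPKM in *Ihh+/+* mice, and 0.0303 FPKM with SAG and 0.308 FPKM with DMSO, with adjusted P values of 0.0441 and 0.00116 in the authors' tables. It has no row in the single-cell tables. *F2rl1*, on chromosome 13, had 0.491 and 0.215 FPKM in the tissue and 0.383 FPKM with SAG and 0.828 FPKM with DMSO, with adjusted P values of 0.0227 and 4.52e-06. *Xkr4*, which Fig. 5 d also shows, was listed at 0.0877 FPKM in *Ihh iΔEC/iΔEC* and at 0 in *Ihh+/+* mice.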

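Between the comparisons as a whole, 82 genes were called in both, 44 in opposite directions and 38 in the same direction. The odds ratio of opposite directions was 1.81 (p = 0.324, two-sided Fisher's exact test). From the fall of IFN-related genes after SAG and the inverse changes after *Ihh* deletion, the paper proposes that HH signaling blunts the response of choroidal GLI1+ cells to proinflammatory factors.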

**Figure 5.**
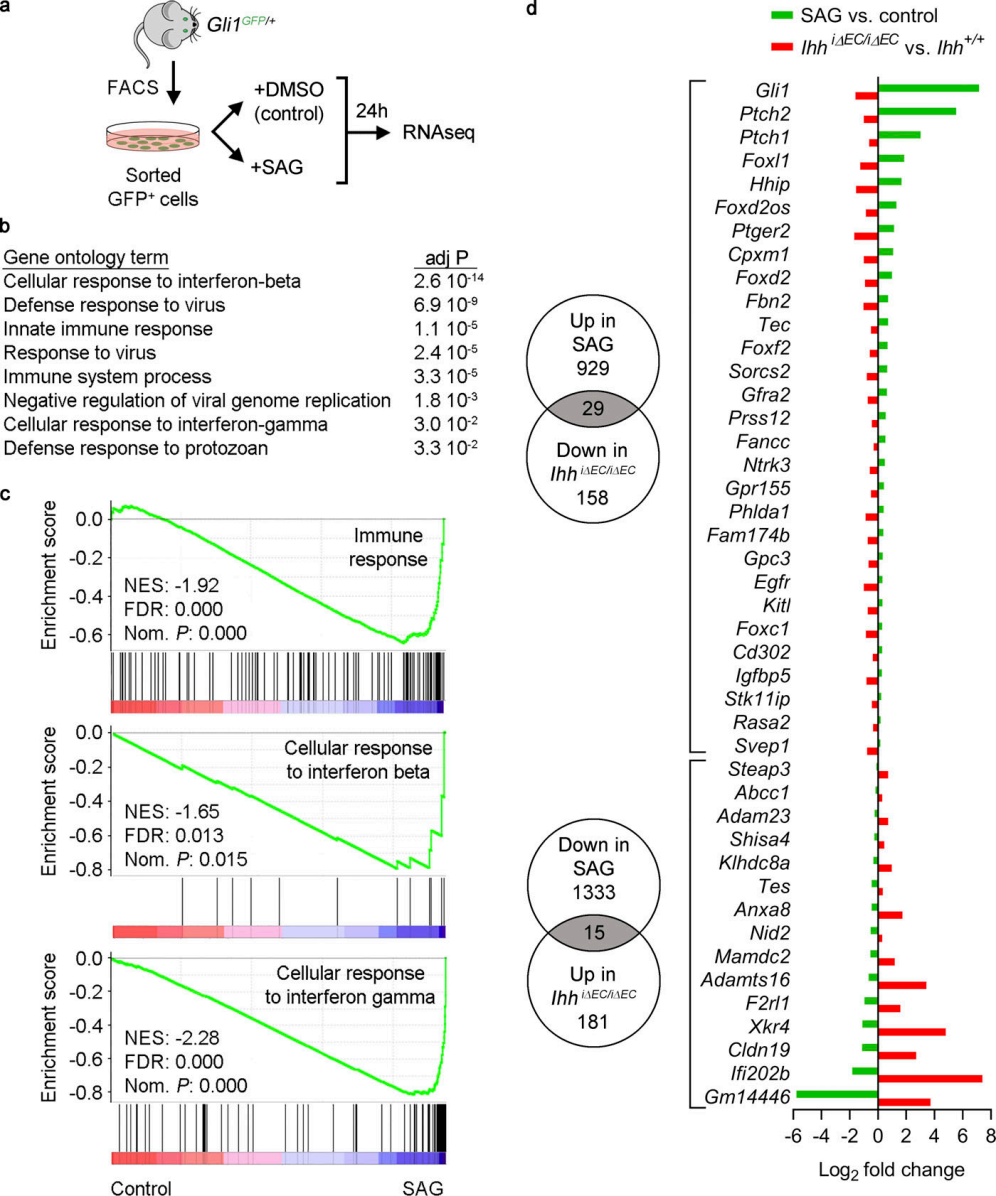
**HH signaling modulates the expression of inflammation-related genes in choroidal GLI1^+^ cells.** **(a)** Experiment outline. GLI1^+^ cells (GFP^+^) were isolated from RPE/choroid tissue of *Gli1^GFP/+^* mice by FACS. Cultured cells were exposed to the HH pathway agonist SAG (100 nM) or vehicle (DMSO) for 24 h, and gene expression was analyzed by RNAseq. **(b)** Biological process (GOTERM_BP_DIRECT) Gene Ontology analysis of control- and SAG-treated GLI1^+^ cells using DAVID software, considering genes with log_2_ fold change ≤−1 and ≥1 (*n* = 3, Benjamini–Hochberg corrected adj P < 0.05). Significantly enriched gene sets are shown (Benjamini-corrected adj P < 0.05). **(c)** Pre-ranked GSEA shows that SAG treatment reduces the expression of immune-related genes. FDR, false discovery rate q-value; NES, normalized enrichment score; Nom. *P*, nominal P value. **(d)** Genes with inversely correlated differential expression between HH activation in vitro (GLI1^+^ cells after SAG treatment) and inhibition in vivo (RPE/choroid tissue after EC-specific *Ihh* deletion). Numbers in Venn diagrams indicate the number of genes significantly up- or down-regulated in each condition (Benjamini–Hochberg corrected adj P < 0.05). Gray intersections indicate the number of overlapping genes for each comparison, which are listed on the graph on the right. Green bars represent genes up- or down-regulated in SAG-treated GLI1^+^ cells compared with control cells, and red bars represent genes up- or down-regulated in RPE/choroid tissue from *Ihh^iΔEC/iΔEC^* mice compared with *Ihh^+/+^* mice.

### EC-specific *Ihh* deletion alters choroidal and retinal inflammatory responses and aggravates visual function impairment after tissue damage

To evaluate the impact of EC-specific *Ihh* deletion on choroid immune cells, we first sought to identify the different cell types within choroidal hematopoietic cells and to characterize their molecular identity. We reanalyzed our scRNAseq data using only cells from cluster 11 (Fig. 1 b), and unsupervised cell clustering resulted in five transcriptionally distinct subclusters (Fig. 6 a and Data S1 l). 

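The 233 cells of cluster 11, 106 of B6129PF1/J and 127 of C57BL/6J, were clustered again here, because the metadata do not name the authors' subclusters. Counts were normalized to 10,000 UMIs and logarithms, 2000 variable genes and 11 principal components of both libraries were used, and the cells were grouped by the Leiden method with 30 neighbors at a resolution of 1.3. This gave 9 subclusters of 6 to 46 cells. The number depends on the settings: it was 8 at a resolution of 0.8, 6 and 7 with the B6129PF1/J and the C57BL/6J library alone, and 10 with 20 components, 15 neighbors and a resolution of 1, a setting chosen after the data were seen. In 8 settings looked at in all, it ran from 5 to 12.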

We assembled lists of specifically enriched genes (average normalized UMIs at least fivefold higher compared with other hematopoietic subclusters; adj P < 0.05; Data S1 m), which were used to assess the identity of each subcluster using the Immunological Genome Project website (Heng et al., 2008; http://www.immgen.org; Fig. S4 a). Such analysis allowed us to identify them as macrophages (subcluster H2), T cells (H3), dendritic cells (DCs; H4), and mast cells (H5). 

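Subclusters were named from lists of marker genes, by a rule that was revised after the values were seen, and 2 of the 9 could be named. Subcluster 6, with 17 cells of B6129PF1/J and 4 of C57BL/6J, held the highest level of *Cd3e*, *Cd3g*, *Cd3d*, *Cd2*, *Lat* and *Thy1*, all 6 T cell markers that have a row in the tables. Subcluster 2, with 13 and 23 cells, had the highest level of 8 of the 9 macrophage markers, but 5 of its 10 most specific genes are melanocyte genes such as *Pmel* and *Tyrp1*, so it was left without a name. Mast cell markers were highest in subcluster 3, with 17 and 18 cells, where 2 cells of C57BL/6J held nearly all of their UMIs. *Cma1* had 439 UMIs in the C57BL/6J cells of cluster 11 and 3 UMIs in those of B6129PF1/J. Subclusters 7, 8 and 9 had genes of stromal cells, ECs and RPE among their most specific genes. Doublets were not removed from these cells. The 7 unnamed subclusters held 166 of the 233 cells.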

The identity of subcluster H1 was not obvious, since some H1-specific genes were found to be expressed in DCs, macrophages, monocytes, and neutrophils (Fig. S4 a). After close inspection of our scRNAseq data, we classified H1 as *Itgae* (CD103)^−^ *Itgam* (CD11b)^+^ classical DCs (cDCs) and H4 as CD103^+^ CD11b^−^ cDCs (Merad et al., 2013; Fig. S4 b).

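*Itgae* (CD103), *Xcr1*, *Clec9a*, *Tlr3*, *Cd207*, *Irf8* and *Cadm1*, the 7 markers listed for CD103+ CD11b- cDCs, were all highest in subcluster 3 of the clustering made here, which also holds the 2 mast cell-like cells. *Itgam* (CD11b), *Ccr2*, *Ly6c2* and *Plac8* were highest in subcluster 1, with 14 cells of B6129PF1/J, or 13.2% (7.41 to 21.2%) of its cluster 11, and 32 cells of C57BL/6J, or 25.2% (17.9 to 33.7%). The marker *Cd209a* was highest in subcluster 5, *Cx3cr1* and *Fcgr1* were highest in subcluster 4, and *Sirpa* was highest in subcluster 2. The 8 markers listed for CD103- CD11b+ cDCs or monocytes were thus spread over 4 subclusters.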

**Figure 6.**
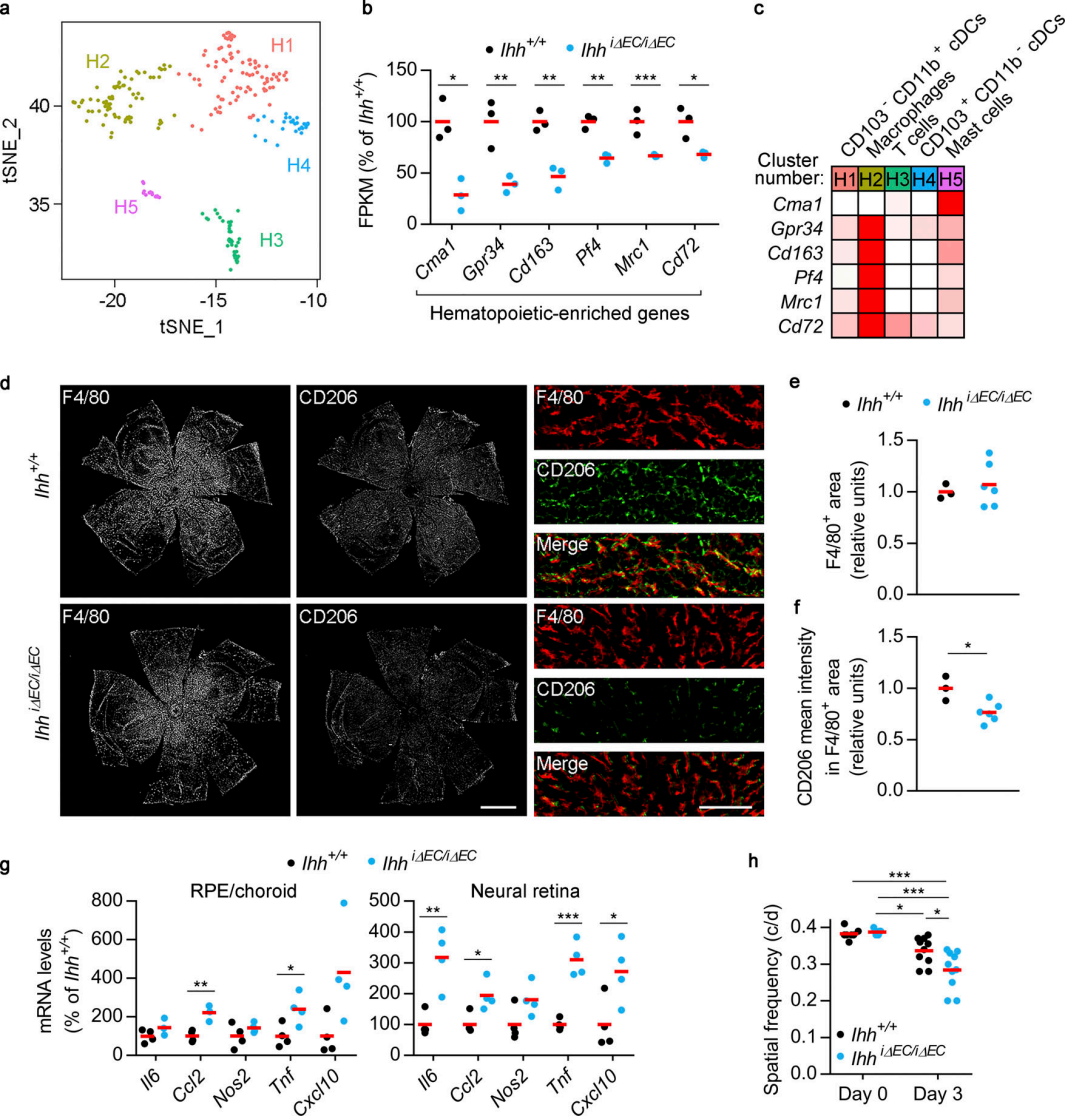
**EC-specific *Ihh* deletion alters choroidal and retinal inflammatory responses and aggravates visual function impairment after tissue damage.** **(a)** tSNE graph showing five transcriptionally distinct subclusters (H1–H5) within choroidal hematopoietic cells, as determined by scRNAseq. **(b)** RNAseq data showing genes significantly enriched in choroidal hematopoietic cells (as determined by our scRNAseq results) and down-regulated in RPE/choroid from *Ihh^iΔEC/iΔEC^* mice (blue dots) compared with *Ihh^+/+^* mice (black dots). Individual dots correspond to different animals, and red bars represent average values. Relative gene expression is presented as the percentage of *Ihh^+/+^* mice (*n* = 3, Benjamini–Hochberg corrected adj P value). *, P < 0.05; **, P < 0.01; ***, P < 0.001. **(c)** Relative expression levels of the genes shown in panel b among choroidal hematopoietic subclusters calculated using the average normalized UMIs in each subcluster and represented as the percentage of the subcluster with maximum expression. White, 0%; red, 100%. **(d)** Immunofluorescence analysis of F4/80 and CD206 expression in RPE/choroid flatmounts from albino *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice. Scale bar, 1,000 µm. Panels on the right show zoomed-in regions (scale bar, 125 µm). **(e)** Quantification of F4/80^+^ area shown in panel d. Results are normalized by flatmount area and presented as relative units (*Ihh^+/+^*, *n* = 3; *Ihh^iΔEC/iΔEC^,* *n* = 6, *t* test). **(f)** Quantification of CD206 intensity within F4/80^+^ area shown in panel d. Results are presented as relative units (*Ihh^+/+^*, *n* = 3; *Ihh^iΔEC/iΔEC^,* *n* = 6, *t* test). *, P < 0.05. **(g)** Real-time PCR assays showing relative expression levels of pro-inflammatory genes in RPE/choroid (left) and neural retina (right) from *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice 3 d after i.v. administration of 15 mg kg^−1^ NaIO_3_. Results are presented as in panel a (*n* = 4, *t* test). *, P < 0.05; **, P < 0.01; ***, P < 0.001. **(h)** Optomotor response analyses of *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice before (day 0) and after (day 3) NaIO3 administration (day 0, *n* = 7; day 3, *n* = 10; ANOVA + Bonferroni test). *, P < 0.05; ***, P < 0.001. c/d, cycles per degree.

**Figure S4.**
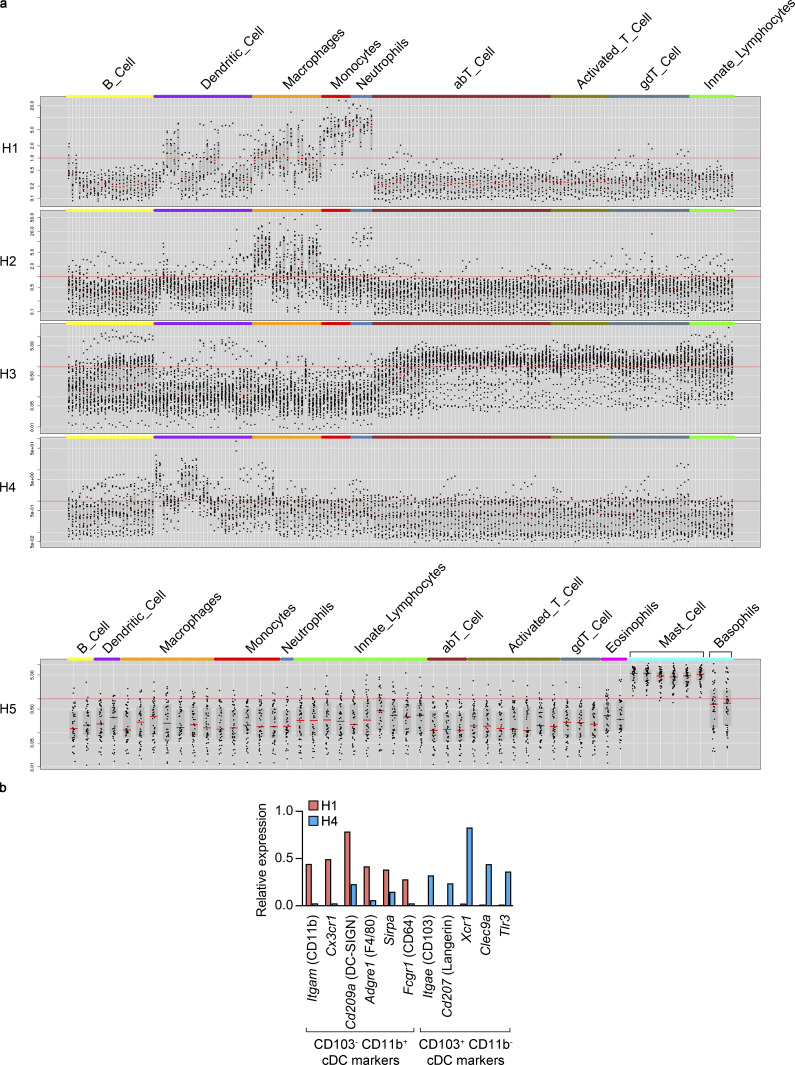
**Classification of choroidal hematopoietic cell subclusters.** **(a)** Gene lists from Data S1 m were analyzed at the Immunological Genome Project website (http://www.immgen.org) using My GeneSet function (V1 datasets for subclusters H1-4, V2 datasets for subcluster H5). **(b)** Expression of CD103^−^ CD11b^+^ and CD103^+^ CD11b^−^ cDC markers (based on Merad et al., 2013) by H1 and H4 subclusters. Average normalized UMIs for each gene and subcluster were extracted from Data S1 l.

Next, we analyzed how EC-specific *Ihh* deletion modulates choroidal immune cells in vivo by combining our scRNAseq characterization of choroidal cell types and our bulk RNAseq analyses of RPE/choroid from *Ihh^iΔEC/iΔEC^* mice. We selected genes specifically enriched in hematopoietic cells (cluster 11 in Fig. 1 b; average normalized UMIs at least fivefold higher compared with other cell types; adj P < 0.05; Data S1 c) that were significantly reduced after *Ihh* deletion (adj P < 0.05; Data S1 h). To obtain more hits than those shown in Fig. 4 b (*Cma1* and *Gpr34*), we did not apply any FPKM or fold-change threshold to bulk RNAseq data. This analysis revealed that, in addition to *Cma1* and *Gpr34*, RPE/choroid expression of the hematopoietic-enriched genes *Cd163*, *Pf4* (CXCL4), *Mrc1* (CD206), and *Cd72* was significantly reduced after EC-specific *Ihh* deletion (Fig. 6 b). 

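By the deposited averages of the C57BL/6J library, 532 genes were at least 5 times as high in cluster 11 as in every other cluster, and 473 of them are in the bulk table. The authors' table calls 7 of these lower (*Cd163*, *Cd72*, *Cma1*, *Gpr34*, *Mrc1*, *Pf4* and *Xlr4a*) and 2 higher (*Ap1s3* and *Lyz1*). The average was 5.71 FPKM in *Ihh+/+* and 3.69 FPKM in *Ihh iΔEC/iΔEC* mice for *Pf4*, 3.35 and 2.23 FPKM for *Mrc1*, 0.418 and 0.195 FPKM for *Cd163* and 5.58 and 3.81 FPKM for *Cd72*. The deposited adjusted P values were 0.00183 for *Pf4*, 1.54e-04 for *Mrc1*, 9.97e-04 for *Cd163* and 0.0444 for *Cd72*. With the cluster 11 minimum raised to 10 times, the alternative that moved the count most, 4 genes were called lower. Over the whole list, 291 genes or 61.5% (56.97 to 65.9%) were lower and the median log2 fold change was −0.10. The 393 genes above the expression minimum had a median of −0.09, below all random lists (central 95% from −0.05 to 0.01).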

With the exception of *Cma1* (specifically expressed in mast cells, as expected), the rest of hematopoietic-enriched genes that were down-regulated in RPE/choroid tissue from *Ihh^iΔEC/iΔEC^* mice were markedly enriched in the macrophage population (Fig. 6 c). 

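In the subclusters obtained here, *Pf4* had 30.2 UMIs per 10,000 (27.6 to 33.01) in subcluster 2, which holds most macrophage markers, and 15.8 (13.7 to 18.2) in subcluster 4. *Mrc1* had 8.46 (7.11 to 10.0) in subcluster 2 and 3.61 (2.64 to 4.81) in subcluster 4. *Cd163* had 3.25 (2.43 to 4.25) and *Gpr34* 1.66 (1.09 to 2.41) in subcluster 2, their highest. *Cd72* was highest in subcluster 4, with 3.45 (2.51 to 4.63) against 1.72 (1.14 to 2.48) in subcluster 2. *Pf4*, *Mrc1*, *Cd163* and *Gpr34* are themselves among the 9 macrophage markers, so their level in subcluster 2 is no separate evidence of its cell type. *Cma1* had 437 UMIs in subcluster 3, all from 2 cells.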

Interestingly, *Cd163* and *Mrc1* (CD206) are well-established markers of alternatively activated M2 macrophages, which are generally involved in inflammation resolution and tissue remodeling (Biswas and Mantovani, 2010; Murray, 2017). We performed immunofluorescence assays and quantitative imaging analyses on RPE/choroid flatmounts from albino *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice using antibodies against the murine pan-macrophage marker F4/80 and the M2 marker CD206. EC-specific *Ihh* deletion did not alter the percentage of F4/80^+^ area, suggesting the presence of a similar number of macrophages than in control animals (Fig. 6, d and e). However, *Ihh^iΔEC/iΔEC^* mice showed reduced CD206 expression in F4/80^+^ cells (Fig. 6, d and f). In summary, our observations suggest that (1) the main choroidal hematopoietic cell types affected by EC-specific *Ihh* deletion are mast cells and macrophages and (2) EC-specific *Ihh* deletion skews macrophage polarization away from the anti-inflammatory M2 phenotype.

In light of these results, we reasoned that inducing RPE/choroid injury in *Ihh^iΔEC/iΔEC^* mice might result in a longer or more pronounced inflammatory response than in control animals. To test this hypothesis, we performed experiments based on NaIO_3_ administration, a well-established model of retinal injury that induces selective RPE death in a dose-dependent manner and subsequent photoreceptor loss and vision impairment (Kannan and Hinton, 2014). We injected i.v. a single, low dose (15 mg kg^−1^) of NaIO_3_ into *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice, and 3 d later, RNA was extracted from RPE/choroid and neural retina to assess the expression of proinflammatory markers by real-time PCR. We observed a trend toward increased expression of all genes tested in both RPE/choroid and neural retina from *Ihh^iΔEC/iΔEC^* mice, reaching statistical significance for *Ccl2* and *Tnf* in both tissues and *Il6* and *Cxcl10* in neural retina (Fig. 6 g). To test the potential functional consequences of such augmented proinflammatory profile, we performed optomotor tracking assays to assess visual function in *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice before and 3 d after NaIO_3_ administration. In the absence of NaIO_3_ treatment, EC-specific *Ihh* deletion did not compromise visual function (Fig. 6 h). However, NaIO_3_ treatment induced a significantly impaired spatial visual function of *Ihh^iΔEC/iΔEC^* mice compared with *Ihh^+/+^* mice. These results demonstrate that in a context of tissue damage, EC-specific *Ihh* deletion results in an exacerbated inflammatory response in the RPE/choroid and neural retina that correlates with a more severe visual function impairment.

## Discussion

Herein, we report the transcriptome of mouse RPE/choroid tissue at single cell resolution and a study of HH signaling in the adult choroid. Taken together, our results support a model in which choroidal EC-expressed *Ihh* and HH-responding MSC-like cells are key for several aspects of choroidal and retinal immune homeostasis, including survival of choroidal mast cells and inflammatory response after tissue damage. Our findings constitute a new angle for the study of inflammation-related ocular disorders such as AMD.

A main contribution of our work is the identification and molecular characterization of transcriptionally distinct subtypes of choroidal ECs. As increasing evidence indicates that microvascular ECs are tissue specific and secrete specialized sets of angiocrine factors that regulate organ homeostasis and regeneration (Rafii et al., 2016), it was intriguing to find that choriocapillaris ECs, located next to RPE cells, exhibit a highly specific transcriptional profile, including a marked enrichment in *Ihh* expression. Previous work in the developing mouse eye has shown that *Ihh* is expressed by a subset of choroidal cells adjacent to the RPE presumed to be ECs based on the expression of collagen IV (Dakubo et al., 2003, 2008; Wallace and Raff, 1999). However, whether *Ihh* expression is maintained in the adult choroid remained unknown so far. Our scRNAseq and bulk RNAseq analyses unambiguously demonstrate that *Ihh* is expressed at high levels in adult mouse choriocapillaris ECs relative to other ECs in the choroid, retina, and extraocular tissues. The abovementioned study showed that *Ihh* knockout mice (which die during embryonic stages or at birth; St-Jacques et al., 1999) display defects in RPE, sclera, and neural retina prenatal development (Dakubo et al., 2008); now, we provide evidence that *Ihh* expression also plays an important role in adult choroid homeostasis.

Experiments using reporter *Gli1^GFP/+^* mice revealed that the main target of choroidal HH signaling is a population of perivascular cells that molecular, cellular, and functional assays identified as GLI1^+^ MSC-like stromal cells, in agreement with previous findings in other organs (Kramann et al., 2015; Zhao et al., 2014). Importantly, response of these cells to HH signaling seems to regulate the homeostasis of choroidal mast cells and melanocytes. It remains to be determined the role of this signaling circuit in the human choroid and its potential disease-associated alterations; nevertheless, the well-established immunomodulatory ability of MSCs (Uccelli et al., 2008) and the involvement of inflammation in several choroid-related eye pathologies such as AMD, diabetic retinopathy, and uveitis suggest that the choroid HH pathway we have uncovered may help in the understanding and treatment of such diseases. Interestingly, transcriptional analysis of RPE/choroid tissue from AMD donors and age-matched controls showed that expression of the proinflammatory genes *CCL2* and *CXCL10*, which is up-regulated upon tissue damage after EC-specific *Ihh* deletion (Fig. 6 g), is elevated in all major clinical AMD phenotypes (Newman et al., 2012). The role of HH signaling in the control and resolution of inflammation has been described in several pathological contexts, especially in the intestine, at the level of both HH ligands and target cells. In humans, a *GLI1* nonsynonymous polymorphism is strongly associated with ulcerative colitis, where areas of colonic inflammation display reduced expression of the HH target genes *GLI1*, *PTCH*, and *HHIP* (Lees et al., 2008). In mice, specific deletion of *Ihh* from enteric cells induces the expression of inflammation-related genes, leukocyte infiltration of the crypt area, and the development of intestinal fibrosis (van Dop et al., 2010; Westendorp et al., 2018). In agreement with our findings in the choroid, the main target of intestinal HH signaling is a population of fibroblast-like stromal cells (Westendorp et al., 2018). Moreover, inhibition of intestinal HH signaling by overexpression of the HH inhibitor HHIP induces spontaneous inflammation, diarrhea, weight loss, and death (Zacharias et al., 2010). Using a mouse model of chemically induced colitis, it was shown that inhibition or activation of the HH pathway intensifies or ameliorates colon inflammation, respectively (Lee et al., 2016). Interestingly, this study showed that HH activation induces *Il10* expression by stromal cells and results in increased numbers of intestinal CD4^+^FOXP3^+^ regulatory T cells. Given the connection between regulatory T cells and mast cells (see below), it would be interesting to study whether in the intestine, similarly to our observations in the choroid, HH signaling regulates the presence of mast cells. Importantly, intestinal mesenchyme responds to HH signaling in vitro by down-regulating proinflammatory genes (Zacharias et al., 2010), in line with our findings using cultured choroidal GLI1^+^ cells. Furthermore, the HH pathway acts as an endogenous anti-inflammatory system at the level of the blood–brain barrier (Alvarez et al., 2011). We now add the choroid to the list of adult tissues where the inflammatory response is modulated by HH signaling.

Additional in vivo and in vitro experiments indicated that HH-stimulated MSC-like cells are key for choroidal mast cell homeostasis and survival. Although mast cells are present in the choroid of humans and most vertebrates (May, 1999; McMenamin, 1997; McMenamin and Polla, 2013), their role in the eye in health and disease remains unknown. AMD is associated with an increased number of total and degranulated mast cells in the choroid (Bhutto et al., 2016; McLeod et al., 2017). However, the interpretation of these observations is unclear, as mast cells not only participate in proinflammatory responses but also can limit inflammation or facilitate its resolution (Caughey, 2011; Galli et al., 2008; Tsai et al., 2011). Mast cells are key for the immunosuppressive effect of UVB radiation (Hart et al., 1998) and the induction of tolerance to skin allografts mediated by CD4^+^FOXP3^+^ regulatory T cells (Lu et al., 2006). Interestingly, genetic mast cell depletion results in increased numbers of infiltrating immune cells in the eye after endotoxin-induced uveitis, suggesting that choroidal mast cells may play a protective, anti-inflammatory role in this organ (Smith et al., 1998). Indeed, our scRNAseq data show that mast cells are the only choroidal cell type with detectable expression of *Il4* (Data S1, b and m). Given the well-established role of IL-4 in promoting macrophage polarization toward the anti-inflammatory M2 phenotype (Biswas and Mantovani, 2010; Murray, 2017), it is possible that mast cell loss contributes to the reduction in M2 markers we observed in choroidal macrophages from *Ihh^iΔEC/iΔEC^* mice (Fig. 6, c and d–f). Hence, our results suggest that impairment of HH signaling may impact the pathogenesis of inflammatory choroid diseases through a decrease in the population of choroidal mast cells.

Because RPE and photoreceptor death is a hallmark of AMD, significant progress has been made to generate stem cell–derived RPE and photoreceptors for transplantation purposes (Nazari et al., 2015). However, as choriocapillaris loss is an early event during the development of AMD (Bhutto and Lutty, 2012; Whitmore et al., 2015), and because oxygen and nutrient supply of the outer retina depends on choroidal perfusion, it is likely that long-lasting engraftment and proper function of transplanted retinal cells could be significantly improved by cotransplantation of choriocapillaris ECs. However, the generation of such specialized ECs is challenging, in part due to the lack of information about their molecular identity. To date, only one laboratory has reported the generation of stem cell–derived choroid EC-like cells, and the assessment of their resemblance to authentic choriocapillaris ECs was limited to the expression of a few markers (Songstad et al., 2015, 2017). Although our characterization of choroidal EC subtypes by scRNAseq needs further validation in human tissue, it demonstrates marked gene expression differences between the choriocapillaris and other choroidal endothelial layers. We believe such transcriptome heterogeneity should be taken into account when generating stem cell–derived choriocapillaris ECs suitable for cell replacement strategies. Moreover, cell surface proteins encoded by choroidal EC signature genes (Fig. 2 c) constitute potential targets for site-directed delivery of functionalized nanoparticles or viral vectors after systemic administration, which could open new therapeutic approaches to treat choroidal and retinal pathologies.

## Materials and methods

### scRNAseq of mouse RPE/choroid tissue

Experiments were performed with 90-d-old mice of two different strains, C57BL/6J and B6129PF1/J. To isolate viable, single cells from RPE/choroid tissue, we euthanized the mice and washed the blood via intracardial perfusion with PBS buffer, and then enucleated the eyes for further processing. Each eye was cleaned from extraocular tissue and a circumpherencial incision was performed right below the ora serrata to remove the anterior segment, including cornea, lens, iris and ciliary body. The neural retina was detached from the optic nerve and RPE/choroid tissue was gently scraped from the sclera. For each strain, experiments included one eye from a male and another from a female, which were mixed as a strategy to estimate the percentage of contaminating doublets in our preparation. RPE/choroid tissue was incubated with Collagenase A (6.25 mg ml^−1^), Dispase II (6.25 mg ml^−1^), and DNase (62.5 µg ml^−1^; Roche) at 37°C for 15 min as previously described (Benedicto et al., 2017) and then in 0.25% trypsin-EDTA (Gibco) at 37°C for 5 min to create a single cell suspension. Both solutions also included Hoechst (10 µM; Thermo Fisher Scientific) to label nuclei during digestion. The cell suspension was pelleted, resuspended in sorting buffer (PBS plus 5% FBS and 2 mM EDTA), filtered through a 70-µm cell strainer, stained with TO-PRO-3 (1 µg ml^−1^; Thermo Fisher Scientific), and purified by FACS with gates set to include nucleated particles (Hoechst^+^) and exclude dead cells (TO-PRO-3^+^).

Library preparation, sequencing, and raw data after processing were performed at the Weill Cornell Medicine Epigenomics Core. scRNAseq libraries were prepared according to 10x Genomics specifications (Single Cell 3′ Reagent Kits v2 User Guide PN-120236; 10x Genomics). Cellular suspensions at a concentration between 250 and 500 cells/µl were loaded onto the 10x Genomics Chromium platform to generate barcoded single-cell gel bead-in-emulsion (GEMs), targeting ∼5,000 single cells per sample. GEM-reverse transcription (53°C for 45 min, 85°C for 5 min) was performed in a C1000 Touch thermal cycler with 96-Deep Well Reaction Module (Bio-Rad). Next, GEMs were broken and the single-strand cDNA was cleaned up with DynaBeads MyOne Silane Beads (Thermo Fisher Scientific). The cDNA was amplified (98°C for 3 min; 98°C for 15 s, 67°C for 20 s; and 72°C for 1 min × 12 cycles) using the C1000 Touch Thermal cycler with 96-Deep Well Reaction Module. Quality of the cDNA was assessed using an Agilent Bioanalyzer 2100, obtaining a product of ∼1,170 bp. Amplified cDNA was enzymatically fragmented, end repaired, A-tailed, subjected to a double-sided size selection with SPRIselect beads (Beckman Coulter), and ligated to adaptors provided in the kit. A unique sample index for each library was introduced through PCR amplification using the indexes provided in the kit (98°C for 45 s; 98°C for 20 s, 54°C for 30 s, and 72°C for 20 s × 14 cycles; and 72°C for 1 min). Indexed libraries were subjected to a second double-sided size selection, and libraries were then quantified using Qubit fluorometric quantification (Thermo Fisher Scientific). The quality was assessed on an Agilent Bioanalyzer 2100, obtaining an average library size of 455 bp.

Libraries were diluted to 2 nM and clustered on an Illumina HiSeq2500 high-output mode at 10 pM on a pair-end read flow cell and sequenced for 26 cycles on R1 (10x barcode and UMIs), followed by 8 cycles of I7 Index (sample Index), and 98 bases on R2 (transcript), with a coverage ∼145 million reads per sample. Primary processing of sequencing images was done using Illumina’s Real-Time Analysis software. 10x Genomics Cell Ranger Single Cell Software suite v2.1.0 was used to perform sample demultiplexing, alignment (mm10), filtering, UMI counting, single-cell 3′ end gene counting, and quality control using the manufacturer parameters. 3,996 (C57BL/6J mice) and 3,727 (B6129PF1/J mice) single cells were sequenced with ∼34,000 mean reads (∼75% sequencing saturation) and a median of ∼1,500 detected genes per cell.

Unsupervised cell clustering analysis was performed using the Seurat 2.1 R package (Butler et al., 2018). Cells with <1,700 UMIs, <600 genes, or >10% mitochondrial genes were excluded from the analysis, as well as genes detected in less than three cells. Gene expression raw counts were normalized following a global-scaling normalization method with a scale factor of 10,000 and a log transformation using the Seurat NormalizeData function. The top 2,000 highly variable genes from C57BL/6J and B6129PF1/J datasets were selected, followed by a canonical correlation analysis (CCA) to identify common sources of variation between the two datasets and minimize batch effect. The first 11 aligned CCA results were used to generate two-dimensional tSNE (RunTSNE in Seurat, perplexity = 30; Van der Maaten, 2008) and unsupervised cell clustering by a shared nearest neighbor (FindClusters in Seurat, k.param = 30 and resolution = 0.8). A list of conserved cell-type–specific genes were generated by FindConservedMarkers (test.use = “bimod”, logfc.threshold = 0.5, min.pct = 0.25) function in Seurat, identifying ≥65 conserved cell-type–specific genes for each cluster in both mouse strains (adj P < 0.05). Cells contained in cluster 11 (hematopoietic cells) were further subjected to a second round of unsupervised analysis following the same approach using the Seurat FindClusters with ∼1.3 resolution. The modified Seurat function FindAllMarkers was used to identify differentially expressed genes among subclusters within endothelial and hematopoietic cells. P values were calculated using likelihood-ratio test for single-cell gene expression (McDavid et al., 2013) and adjusted by the Benjamini–Hochberg method. More detailed arguments are available on Github (see Code Availability section).

Estimation of doublets was calculated based on the exclusive expression of *Xist* and *Ddx3y* in female and male cells, respectively. Expression of both genes associated to the same cellular barcode indicates the presence of a doublet. We made the following assumptions: (1) because we pooled the same amount of tissue from each sex before RPE/choroid digestion, 50% cells are male and 50% cells are female; (2) female–female and male–male doublet rates are the same as the female–male doublet rate; and (3) female–male doublets account for 50% of total doublets, since the other 50% are female–female and male–male doublets. We calculated *Xist* capture rate using the following equations:

$$Xist^{+}\mathrm{cells}=\left[\left(Xist^{+}Ddx3y^{-}\mathrm{cells}\right)+\left(Xist^{+}Ddx3y^{+}\mathrm{cells}\right)\right]$$

$$Xist^{+}\mathrm{capture}\;\mathrm{rate}=\left(Xist^{+}\;\mathrm{cells}/\mathrm{all}\;\mathrm{cells}\right)\times 2.$$

Note that the capture rate result was multiplied by 2 because only 50% of all cells are expected to be female. Similar equations were used to calculate *Ddx3y* capture rate:

$$Ddx3y^{+}\mathrm{cells}=\left[\left(Xist^{-}Ddx3y^{+}\mathrm{cells}\right)+\left(Xist^{+}Ddx3y^{+}\mathrm{cells}\right)\right]$$

$$Ddx3y^{+}\mathrm{capture}\;\mathrm{rate}=\left(Ddx3y^{+}\mathrm{cells}/\mathrm{all}\;\mathrm{cells}\right)\times 2.$$

Female–male doublet rate was calculated using the following equation:

$$\begin{array}{l} \left(\mathrm{All cells}\right)\times \left(Xist^{+}\mathrm{capture}\;\mathrm{rate}\right)\times \left(Ddx3y^{+}\mathrm{capture}\;\mathrm{rate}\right)\\ \times \left(\mathrm{female-male}\;\mathrm{doublet rate}\right)=Xist^{+}Ddx3y^{+}\mathrm{cells}. \end{array}$$

Because female–male doublet rate accounts for 50% of total doublets, the corrected doublet rate results from multiplying by 2 the female–male doublet rate. Calculations are shown on Fig. S1 b.

### Code availability

Custom code has been deposited at GitHub (https://github.com/nyuhuyang/scRNAseq-MouseEyes).

### Immunofluorescence assays and quantitative image analysis

For cryosection staining, mouse eyes were enucleated and transferred to 4% paraformaldehyde in PBS. A hole was made in the cornea with a 22G needle, and cornea and lens were removed. Eyecups were incubated in 4% paraformaldehyde for 2 h at room temperature. Eyes were washed in PBS, incubated in 15% sucrose in PBS for 30 min, and kept overnight at 4°C in 30% sucrose in PBS. Eyecups were infiltrated in Tissue-Tek optimal cutting temperature compound (Sakura) and frozen in the same solution at −80°C. Sections 5–10 µm thick were obtained with a cryostat (Hacker) and mounted on Superfrost Plus Gold Microscope Slides (Thermo Fisher Scientific). For immunostaining, eye sections were washed twice for 5 min in PBS, incubated for 1 h at room temperature in blocking buffer (PBS supplemented with 3% bovine serum albumin and 0.3% Triton X-100; Sigma) and incubated overnight at 4°C in blocking buffer plus the following primary antibodies: rat anti-mouse KDR (clone Avas12, 1:100, catalog number 136401; BioLegend), mouse anti-claudin 5 (clone 4C3C2, 1:500, catalog number 352588; Invitrogen), mouse anti-RPE65 (clone 401.8B11.3D9, 1:100, catalog number NB100-355; Novus Biologicals), rat anti-mouse CD140b (PDGFRβ; 1:200, catalog number 14–1402-81; Invitrogen), and/or rabbit anti-GFP (1:1,000, catalog number A11122; Invitrogen). After three washes in PBS for 10 min each, sections were incubated for 1 h at room temperature with Alexa Fluor 647 goat anti-rat and/or Alexa Fluor 488 goat anti-rabbit or anti-mouse antibodies (1:500; Life Technologies) in blocking buffer, washed three times in PBS for 10 min each, and mounted with Vectashield (Vector Laboratories). Intravital labeling of ECs was performed by retroorbital i.v. delivery of 20 µg Alexa Fluor 647–conjugated rat anti-mouse VE-cadherin (clone BV13, catalog number 138006; BioLegend) in mice previously anesthetized using isoflurane. After 10 min, mice were perfused with 4% paraformaldehyde and euthanized, and eyeballs were enucleated and processed for immunofluorescence as described above. To stain mast cells and macrophages in RPE/choroid flatmounts from albino mice, animals were dark-adapted overnight for better detachment of retina from the RPE and euthanized the following day. Eyes were enucleated and fixed in 4% paraformaldehyde in PBS for 2 h at room temperature, and cornea and lens were removed during fixation. Eyecups were washed twice in PBS and retina was carefully removed. RPE/choroid tissue was processed and stained as described above using Rhodamine Avidin D, TMRITC (1:250, catalog number A-2002; Vector Laboratories) for mast cell detection (Tharp et al., 1985; Veerappan et al., 2008), or rat anti-mouse F4/80 (1:500, catalog number ab6640; Abcam) and rabbit anti-mouse CD206 (1:500, catalog number ab64693; Abcam) plus Alexa Fluor 647 goat anti-rat and Alexa Fluor 568 goat anti-rabbit for macrophage staining. Images were collected with a Zeiss Axio Observer spinning disk confocal microscope equipped with a Yokogawa scanner unit, Hamamatsu Evolve electron-multiplying charge-coupled device cameras (Photometrics), and either a 63× (Fig. 3 c) or 20× (for flatmounts) objective. Images from Fig. 1 e were acquired using a Zeiss Axio Observer LSM 880 confocal microscope with a Plan Apochromat 40×/numerical aperture 0.95 objective. Mast cell quantification was performed using the open-source software Ilastik, which implements a random forest supervised machine learning classifier (Berg et al., 2019). Briefly, an initial training was performed using a control flatmount to separate foreground objects (mast cells) from the background and then applied to the remaining samples. The segmented binary images were exported and further processed in ImageJ using fill holes and watershed functions and then quantified using the analyze**particles function. Mast cell numbers were normalized to the total area for each flatmount. Macrophage quantification was performed with ImageJ software. After background subtraction (20 pixels), F4/80 signal was thresholded (default parameters) and used to create a selection, which was normalized by total flatmount area to calculate F4/80^+^ area. The same F4/80^+^ selection was applied to the background-subtracted CD206 image. CD206 mean intensity was measured within the F4/80^+^ selected area without applying any threshold.

### Isolation and RNAseq of tissue-specific mouse ECs

Mouse tissue-specific ECs were isolated from 30-d-old B6129PF1/J mice by intravital staining of VE-cadherin followed by tissue digestion and cell sorting as previously described (Benedicto et al., 2017). Cells were lysed immediately after sorting and processed for RNAseq as previously described (Benedicto et al., 2017). RNAseq was performed from three independent isolations, with 7 animals (14 eyes) per isolation for RPE/choroid and neural retina, and one mouse per isolation for liver, lung, and heart. cDNA libraries were prepared with the TruSeq RNA Sample Preparation Kit (Illumina) and sequenced on an Illumina HiSeq2000 platform. Upon quality control using FastQC, raw reads were aligned to the mouse genome (mm10), downloaded via the UCSC genome browser (http://hgdownload-test.cse.ucsc.edu/goldenPath/mm10/bigZips/) using STAR_2.4.0f1 (Dobin et al., 2013) and SAMTOOLS v0.1.19 (Li et al., 2009) for sorting and indexing reads. Cufflinks (2.0.2; Trapnell et al., 2012) was used to get the expression values (FPKM). Log-transformed FPKM profiles were clustered using hierarchical clustering (hclust function in R language) with average linkage and one minus Spearman correlation as distance. To determine the genes differentially expressed between choroidal ECs and ECs from neural retina, lung, liver, and heart, statistical significance was calculated using DEseq2 bioconductor package in R, which uses read counts (htseq-count; Love et al., 2014). With a detection threshold set at ≥1 FPKM, genes expressed in choroidal ECs at levels at least fivefold higher compared with ECs from neural retina, lung, liver, and heart (Benjamini–Hochberg corrected adj P < 0.05) were considered choroidal EC signature genes.

### Gene expression analyses of mouse ECs and RPE/choroid tissue by real-time PCR

For tissue-specific native ECs, RNA was extracted immediately after sorting using TRI Reagent (Molecular Research Center) and the RNeasy Mini Kit (Qiagen) as previously described (Benedicto et al., 2017). For mouse RPE/choroid tissue, mice were euthanized, and eye globes were enucleated followed by careful excision of any extraocular tissue that remained attached to the sclera. The anterior segment was discarded, and after removal of the neural retina, RPE/choroid tissue was mechanically dissected from the sclera using a scalpel and immediately used for RNA extraction with the RNeasy Mini Kit (Qiagen). cDNA was prepared with the High Capacity cDNA Reverse Transcription Kit (Life Technologies), and real-time PCR was performed in a StepOnePlus Real-Time PCR System (Life Technologies) using SYBR Select Master Mix (Life Technologies) and the following mouse primer pairs: *Ihh* (NM_010544, 5′-ACG​TGC​ATT​GCT​CTG​TCA​AG-3′ and 5′-GTC​TCC​TGG​CTT​TAC​AGC​TG-3′), *Gli1* (NM_010296, 5′-CCC​AGC​TCG​CTC​CGC​AAA​CA-3′ and 5′-CTG​CTG​CGG​CAT​GGC​ACT​CT-3′), *Cma1* (NM_010780, 5′-CAA​GCC​TGC​AAA​CAC​TTC​AC-3′ and 5′-CAT​AGG​ATG​CAA​TGC​CTT​GG-3′), *Mcpt4* (NM_010779, 5′-ATC​TGG​AGA​TCA​CCA​CTG​AG-3′ and 5′-TCA​CAT​CAT​GAG​CTC​CAA​GG-3′), *Tpsb2* (NM_010781, 5′-CCA​TTG​TCC​ATG​ATG​GCA​TG-3′ and 5′-TGT​AGA​TGC​CAG​GCT​TGT​TG-3′), *Fabp4* (NM_024406, 5′-GTG​ATG​CCT​TTG​TGG​GAA​CC-3 and 5′-TCA​TGT​TGG​GCT​TGG​CCA​TG-3′), *Spp1* (NM_001204233, 5′-TGC​CTG​ACC​CAT​CTC​AGA​AG-3 and 5′-TCG​TCG​TCC​ATG​TGG​TCA​TG-3′), *Il6* (NM_031168, 5′-GAA​CAA​CGA​TGA​TGC​ACT​TGC-3′ and 5′-TCC​AGG​TAG​CTA​TGG​TAC​TC-3′), *Ccl2* (NM_011333, 5′-CAT​TCA​CCA​GCA​AGA​TGA​TCC-3 and 5′-TGT​ATG​TCT​GGA​CCC​ATT​CC-3′), *Nos2* (NM_001313921, 5′-TGC​CTC​ATG​CCA​TTG​AGT​TC-3 and 5′-AGA​TGA​GCT​CAT​CCA​GAG​TG-3′), *Tnf* (NM_013693, 5′-CTC​TTC​TCA​TTC​CTG​CTT​GTG-3 and 5′-TCT​GGG​CCA​TAG​AAC​TGA​TG-3′), and *Cxcl10* (NM_021274, 5′-AGT​GAG​AAT​GAG​GGC​CAT​AG-3 and 5′-TCC​GGA​TTC​AGA​CAT​CTC​TG-3′). *Gapdh* (NM_008084, 5′-AAA​TGG​TGA​AGG​TCG​GTG​TG-3′ and 5′-GAG​TGG​AGT​CAT​ACT​GGA​AC-3′) was used as loading control, and relative expression values were calculated by the 2^−ΔΔCt^ method.

### Assessment of *IHH* expression in human tissues

Human retina and combined RPE/choroid punches were selected from a research collection at the University of Iowa Institute for Vision Research. This collection contains tissues obtained from the Iowa Lions Eye Bank (Iowa City, IA) after full consent of the donors’ families. All experiments conformed to the Declaration of Helsinki. The eyes used in this study had no known ocular history of AMD. Eyes were dissected by making a circumferential incision behind the limbus and removing the anterior segment consisting of cornea, iris, lens, and ciliary body. The remaining posterior pole was cut into a clover-leaf shape by making four equally spaced incisions through the sclera, choroid, RPE, and retina. An 8-mm sterile disposable trephine punch, centered on the fovea centralis, was collected from the macular region (easily identified by the presence of foveal pigment, proximity to the optic nerve head, and location between the superior and inferior arcades in the temporal retina). Neural retina and RPE/choroid samples were flash frozen separately in liquid nitrogen, and all procedures were completed within 5.5 h after death. Punches were stored at −80°C until used for RNA isolation. Samples were removed from the −80°C freezer and placed immediately on dry ice, such that they thawed in the presence of RNA extraction buffer (as even brief thawing is extremely destructive to RNA yield). Total RNA from RPE/choroid and neural retina was extracted using the RNeasy Mini Kit (Qiagen). Alternatively, total RNA from human lung, liver, and heart was obtained from Takara. Reverse transcription was performed in a 50-µl reaction using a reverse transcription kit (MultiScribe; Thermo Fisher Scientific). *IHH* expression was determined by real-time PCR (NM_002181, 5′-ATG​ACC​CAG​CGC​TGC​AAG-3′ and 5′-CAA​AGC​CGG​CCT​CCA​CTG-3′) as described previously (Zeng et al., 2012) using *RPL19* expression for normalization (NM_000981, 5′-ATG​CCA​ACT​CCC​GTC​AGC-3′ and 5′-ACC​CTT​CCG​CTT​ACC​TAT​GC-3′) and calculating relative expression values by the 2^−ΔΔCt^ method. All samples were analyzed in technical triplicates.

### Characterization of GLI1^+^ cells by flow cytometry

*Gli1^GFP/+^* reporter mice in which GFP expression is controlled by the endogenous *Gli1* promoter are described elsewhere (Brownell et al., 2011). Because these animals were generated in the Swiss strain (SWR/J), they present retinal degeneration due to the homozygous *rd1* mutation in the *Pde6b* gene (Chang et al., 2002). To avoid having confounding results due to retinal degeneration, we outcrossed these animals with wild-type BALB/c mice and intercrossed the offspring for at least two generations to remove the *rd1* phenotype before further characterization. RPE/choroid tissue from *Gli1^GFP/+^* mice was mechanically dissected from the sclera as described above and digested in collagenase A, dispase II and DNase as previously reported (Benedicto et al., 2017). Lungs were digested in the same conditions and used to compare the percentage of GFP^+^ cells. For staining, cells from two eyes were pelleted at 400 *g* for 5 min and resuspended in FACS buffer (PBS, 5% FBS, and 2 mM EDTA) including a CD16/CD32 antibody to block Fc receptors (clone 93, 1:200, catalog number 101302, BioLegend). Cells were filtered through a 40-µm cell strainer and incubated for 30 min at room temperature with the following fluorochrome-conjugated antibodies (BioLegend): CD45-APC/Cy7 (1:200, catalog number 103115), CD31-BV605 (1:200, catalog number 102427), CD29-PE/Cy7 (1:800, catalog number 102221), CD105-PerCP/Cy5.5 (1:800, catalog number 120415), PDGFRβ-PE (1:200, catalog number 136005), and SCA1-BV711 (1:200, catalog number 108131). Cells were washed three times in FACS buffer and resuspended in FACS buffer with 1 µg/ml DAPI to stain dead cells and exclude them from the analysis. Compensation controls were prepared using antibody-stained UltraComp eBeads (Thermo Fisher Scientific). Cells and beads were analyzed using a BD Fortessa flow cytometer and results were analyzed with FlowJo software.

### Generation of EC-specific *Ihh* knockout mice

Generation of EC-specific *Ihh* inducible knockout was achieved by breeding *Ihh^loxP/loxP^* mice (Jackson Laboratories) with *Cdh5*-Cre^ERT2^ transgenic mice (Wang et al., 2010) to establish the *Cdh5*-Cre^ERT2^ *Ihh^loxP/loxP^* line (*Ihh^iΔEC/iΔEC^*). To induce Cre activity, animals were i.p. treated with tamoxifen at a dose of 250 mg kg^−1^ in sunflower oil for 6 d (interrupted for 3 d after the third dose). After 8–12 wk of tamoxifen treatment, RPE/choroid tissue was processed for RNAseq, real-time PCR, or imaging assays. Albino *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* were generated by crossing pigmented *Ihh^iΔEC/iΔEC^* mice with albino *Gli1^+/+^* mice already free of *rd1* mutation (see above). Heterozygous agouti (brown color) *Ihh^+/iΔEC^* mice were obtained and crossed to generate albino homozygous *Ihh^iΔEC/iΔEC^* mice. Second-generation animals were used for either experiments or further breeding. In all experiments, tamoxifen-injected littermate *Cdh5*-Cre^ERT2^ *Ihh^+/+^* mice were used as controls, and both male and female animals were used.

### Culture, differentiation, and RNAseq analysis of choroidal GLI1^+^ cells

Sorting experiments to isolate *Gli1^+^* cells were performed at the Weill Cornell Medicine Flow Cytometry Core. RPE/choroid tissue from six *Gli1^GFP/+^* mice (female, 72 d old) was dissected and digested in collagenase A, dispase II, and DNase as described above. GFP^+^ live cells (DAPI^−^) were isolated with a BD Influx cell sorter into a well of a p24 plate containing 1 ml GLI1^+^ medium containing MEM α modification (Sigma) plus penicillin/streptomycin 50× solution (Corning), Glutamax 100× solution, and 20% FBS (Life Technologies). Cells were expanded up to three passages and frozen until further use.

For differentiation experiments, cells were cultured in StemXVivo Osteogenic/Adipogenic Base Media supplemented with either 100× adipogenic or 20× osteogenic supplement (R&D Systems) following the manufacturer’s instructions. After 21 d of differentiation, cells were processed for real-time PCR to assess the expression of adipogenic (*Fabp4*) and osteogenic (*Spp1*) markers (see above). Adipogenesis and osteogenesis were also monitored by staining with Oil Red O and Alizarin Red S (Sigma), respectively. At day 21, cells were washed in PBS and fixed in 4% paraformaldehyde for 30 min at room temperature. For adipogenesis assays, cells were incubated in 60% isopropanol for 5 min at room temperature, followed by a 15 min incubation in a filtered 3:2 dilution of Oil Red O stock solution (0.3% in isopropanol) and water. Cells were then washed with distilled water and imaged with an inverted microscope (Zeiss Axio Observer). For osteogenesis experiments, fixed cells were stained with 2% Alizarin Red S in water (pH 4.2) for 45 min at room temperature, extensively washed with water and photographed.

For RNAseq experiments, cultured GLI1*^+^* cells were starved overnight in 0.5% FBS−containing GLI1^+^ medium, followed by stimulation with 100 nM SAG (Cayman) or vehicle (DMSO). After a 24-h incubation, RNA from three biological replicates was extracted with the RNeasy Mini Kit (Qiagen) after direct lysis of cells in the culture plate and processed for RNAseq. Bioinformatics analyses were performed as described above. With a detection threshold set at ≥1 average FPKM in the condition with most abundant expression, genes whose expression changed at least twofold after SAG treatment (Benjamini–Hochberg corrected adj P < 0.05) were selected to carry out Gene Ontology analyses with DAVID software (Huang et al., 2009). Ingenuity Pathway Analysis (Qiagen) was performed with the same gene set but without FPKM or fold-change threshold. GSEAs (Subramanian et al., 2005) using the terms “immune response” (GO: 0006955), “cellular response to interferon-β” (GO: 0035458), and “cellular response to interferon-gamma” (GO: 0071346) were performed to compare the transcriptomes of control and SAG-treated cells.

### Mast cell survival assay

Confluent GLI1^+^ cells grown in 48-well plates were starved in 0.5% FBS-containing GLI1^+^ medium for 16 h, followed by stimulation with 100 nM SAG (Cayman) or vehicle (DMSO) for 24 h. As controls, we included DMSO- and SAG-containing wells without cells. RBL-2H3 cells (CRL-2256; ATCC) were labeled with CellTracker Red CMTPX dye (C34552; Thermo Fisher Scientific) according to the manufacturer’s instructions, and 25,000 cells/well were added on top of control or SAG-stimulated GLI1^+^ cells and on wells without GLI1^+^ cells, in the absence or presence of SAG. After 24 h, cultures were stained with DAPI (1:2,000, catalog number D21490; Invitrogen) for 2 min, and nonadherent cells were transferred to a new 48-well plate and centrifuged at 400 *g *for 5 min. Cells were fixed with 2% paraformaldehyde in PBS and images were obtained using an LSM510 confocal microscope using Zen software (Zeiss) in three 1,270 × 1,270 µm fields per well. Cell death was calculated as the percentage of CellTracker Red CMTPX dye–positive cells that were labeled with DAPI, using National Institutes of Health ImageJ software (version 1.49).

### Melanocyte proliferation assay in conditioned media from choroidal GLI1^+^ cells

To prepare conditioned media, GLI1^+^ cells were starved in 0.5% FBS-containing GLI1^+^ medium for 16 h, followed by stimulation with 100 nM SAG or vehicle (DMSO) for 48 h. As controls, we included DMSO- and SAG-containing wells without cells. Media was collected, cleared by centrifugation and used immediately. Melan-a cells were cultured in RPMI media as previously described (Bennett et al., 1987) and seeded in triplicate (2,500 cells/well) on black, clear-bottom 96-well plates in 100 µl culture media. After 24 h, cells were starved for further 24 h in 0.5% FBS-containing GLI1^+^ medium. Media was replaced with GLI1^+^ conditioned media prepared as described above. In parallel, we included melan-a cells seeded at the same density and grown in normal melan-a culture media that were representative of maximum growth. Cell number was measured 48 h after media change using the CyQUANT Direct Cell Proliferation Assay Kit (catalog number C35012; Thermo Fisher Scientific) and measuring fluorescence (480/535 nm excitation/emission) with a SpectraMax M2 Multi-Mode Microplane Reader (Molecular Devices). After background subtraction, relative cell number was calculated as the percentage of fluorescence intensity of melan-a cells cultured in their regular medium.

### T cell proliferation assays

The intracellular fluorescent dye CFSE (Invitrogen) was used to determine cell division in responder cells as previously described (Lyons et al., 2013). Briefly, splenocytes were obtained from BALB/c mice and washed using a 5-ml syringe to prepare a single-cell suspension. Red blood cells were lysed with ammonium chloride lysing buffer (0.15 M NHCl, 1 mM KHCO, and 0.1 mM EDTA) for 5 min at room temperature. Splenocytes were labeled with 1 µM CFSE in PBS for 7 min at 37°C. The reaction was stopped with ice-cold PBS supplemented with 10% FBS and washed twice. Labeled cells were cultured either alone or in co-culture at different ratios with GLI1^+^ cells in the presence of 1 µg ml^−1^ anti-CD3 monoclonal antibody (catalog number BE0001-1; Bio X Cell), which served as a cell activator. After 4 d of culture, responder nonadherent cells were harvested, stained with 0.5 µg ml^−1^ PerCP- and PE-labeled anti-CD4 and anti-CD8a antibodies, respectively (catalog numbers 553052 and 553033; BD PharMingen) and analyzed by flow cytometry (BD FACS CANTO II). CD4^+^ and CD8^+^ T cells were selected through gating and analyzed for CFSE fluorescence intensity. Data analysis was performed using FlowJo software (version 8; TreeStar) to obtain the division index (average number of cell divisions that a cell in the original population has undergone) and the percentage of cells from the original sample that divided.

### NaIO_3_ treatment and optomotor response assays

Visual thresholds of *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice were measured by evaluating optokinetic tracking in a virtual optokinetic system as described previously (Benedicto et al., 2017). After measuring baseline visual function, *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice were anesthetized and injected i.v. with a single dose of 15 mg kg^−1^ NaIO_3_ (Sigma) using a 30G needle. After 3 d, optomotor response assays were performed and mice were euthanized. Eyes were processed for RNA extraction from RPE/choroid and neural retina, and relative gene expression was assessed by real-time PCR (see above).

### Statistical analyses

All graphs show individual data points and their average. The number of biological replicates (*n*) is indicated in each figure legend. Statistical significance was calculated using unpaired two-tailed *t* test or one-way ANOVA plus Bonferroni post hoc analysis (*, P < 0.05; **, P < 0.01; and ***, P < 0.001) as indicated. No statistical method was used to predetermine sample size or to test for normality and variance homogeneity. Data points >1.5 interquartile ranges below the first quartile or above the third quartile were considered outliers and excluded from the analyses. All in vivo experiments were blinded and included littermate controls.

### Ethical compliance

All animal protocols were reviewed and approved by the Institutional Animal Care and Use Committee at Weill Cornell Medicine.

### Data availability

All data supporting the findings of this study are available within the article and its supplemental information files or upon request. Bulk RNAseq data from mouse choroid ECs (Benedicto et al., 2017) were previously deposited in the Gene Expression Omnibus under series number GSE95835. RPE/choroid scRNAseq and bulk RNAseq data (tissue-specific ECs, RPE/choroid from *Ihh^+/+^* and *Ihh^iΔEC/iΔEC^* mice, and cultured GLI1^+^ cells ± SAG) have been deposited in the Gene Expression Omnibus under series number GSE135167.

### Online supplemental material

Fig. S1 shows data regarding scRNAseq analyses, including the cell-sorting approach used to generate RPE/choroid single-cell suspensions, superimposed tSNE plots from C57BL/6J and B6129PF1/J mouse strains, calculations for doublet estimation, and cluster-specific gene expression for C57BL/6J mice. Fig. S2 shows the gating strategy used to analyze GLI1^+^ cells by flow cytometry. Fig. S3 shows loss of mast cells in *Gli1*-null mice, down-regulation of melanocyte markers in RPE/choroid tissue after EC-specific *Ihh* deletion, and increased melanocyte proliferation in vitro in the presence of conditioned media from SAG-stimulated GLI1^+^ cells. Fig. S4 shows the bioinformatics characterization of choroidal hematopoietic cells. Data S1 shows complete datasets derived from scRNAseq and bulk RNAseq analyses.

## Supplementary Material

Data S1 contains datasets derived from scRNAseq and bulk RNAseq analyses. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

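The re-analysis used 26 samples in 10 conditions: 2 scRNAseq libraries of RPE/choroid cells (1 of B6129PF1/J and 1 of C57BL/6J mice, 90 d old), 3 libraries each of neural retina, lung, liver and heart ECs, 3 libraries each of *Ihh+/+* and *Ihh iΔEC/iΔEC* RPE/choroid, and 3 libraries each of cultured GLI1+ cells with DMSO and with SAG.

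According to the paper's methods, the scRNAseq UMI counts were made by the authors with Cell Ranger on mm10 and deposited as raw counts after cells with few UMIs or genes or a high mitochondrial share, and genes in fewer than 3 cells, had been removed in Seurat. The counts of each cell summed to the totals in the deposited metadata. The fraction of mitochondrial UMIs was computed by the authors as mitochondrial over all UMIs of a cell. The average normalized UMI per cluster is, as deposited, on a natural log scale: the authors scaled the counts of each cell to 10,000 UMIs and took the mean over cells of ln(1 + scaled UMIs), as tested against the counts. The fold differences between clusters in these tables were computed by the authors on a natural log scale (ln) as well. A ratio of variances per cell, which Seurat gives for the alignment of the strains, was deposited by the authors and not used. Each adjusted p-value of a cluster was computed by the authors in Seurat with cells as replicates; it served only as a filter in alternatives and in the tally of EC genes.

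The FPKM values were computed by the authors with Cufflinks after alignment with STAR to mm10, and were deposited as averages over the 3 libraries of a group. The log2 fold changes and the adjusted p-values of the bulk comparisons were computed by the authors with DESeq2 on htseq counts and deposited as such. The fold ratio of choroidal to other ECs was deposited by the authors for genes at least 5 times as high in choroid, with at least 1 FPKM and an adjusted P under 0.05. None of these tables holds values of single libraries. The planned tests per library (limma, edgeR, the replicate block, camera and fry, leaving out a library and other splits of the samples) were therefore not run, and all calls in the bulk comparisons are the authors'. The sign of the deposited log2 fold changes was checked against the group averages: 0 of the 339 calls in the *Ihh* comparison and 1 of the SAG calls had the opposite sign.

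The analysis was done with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9. Coordinates were taken from the GENCODE annotation of GRCm38, the assembly that mm10 names. Levels per cluster are summed UMIs per 10,000 with exact Poisson 95% intervals, and shares have exact Clopper-Pearson 95% intervals; both cover counting error only. A count of 0 was taken to allow up to 3 counts where no interval is given. For the thinned data, the UMIs of each cell were drawn down to 1700. The methods' limits of 1700 UMIs, 600 genes and 10% mitochondrial UMIs removed none of the deposited cells, and no doublets were removed before levels were summed or cluster 11 was clustered again. A gene counted as enriched in a cluster when its average there was at least 5 times that of every other cluster (alternatives 3 and 10 times, the other library, UMIs per 10,000 and, added later, the authors' adjusted P).

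In the bulk tables, a gene counted as changed at an authors' adjusted P under 0.05. The rule of 2 times used the ratio of average FPKM with at least 1 FPKM in the higher group (alternatives: pseudocounts of 1 and 0.01, median-of-ratios scaling with factors of 0.973 and 1.04, a minimum mean of 1 FPKM and, added later, the deposited log2 fold change). Median log2 fold changes of gene lists were compared with 10,000 random lists drawn within 100 ranks of mean FPKM, among genes with a mean of at least 0.1 FPKM. Such lists treat genes as independent and do not replace a test between animals. Overlaps and chromosome shares were tested with two-sided Fisher's exact tests under the same limit, and the p-values of the 19 chromosomes were adjusted by the Benjamini-Hochberg method. The methods were tested on simulated data. The rule for *Kdr high* and *Kdr low* genes found 81.5% of the genes changed in the simulation and called 0 unchanged genes. That simulation used summed UMIs per 10,000 without variation between cells, so it does not test the rule on the deposited averages. The doublet equations gave 3.93% from a simulated 4%. In the *Ihh* and SAG comparisons, 5% and 3% of unshifted lists fell outside the central 95%. The FPKM tables give no read depth, so the precision of low FPKM values is unknown.

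The planned comparisons, their main settings and their alternatives were chosen before the data were examined. This does not hold for 7 added alternatives, which gave 14 of the recomputed values, or for the comparisons, tests and gene lists that the text names as chosen after the result was seen. Genes were named when the paper names them in the text or figure of a claim, or when they were among the 5 largest rises or falls of a bulk comparison with an adjusted P under 0.05 and at least 1 FPKM in the higher group. The part of that rule that asks for no overlap between the libraries of the groups could not be applied to averages. Other genes were chosen after their values were seen, as the text says, or are the whole content of a tally. The lists of interferon-stimulated, photoreceptor and sclera and muscle genes were written beforehand, and those of HH targets, mast cells, ECs and pro-inflammatory genes were taken from the paper. The lists of immediate-early, sex-linked, red blood cell, pan-hematopoietic with pan-macrophage, and clock genes were written after the columns of the tables had been seen and before the values. The lists of surface epithelium, ciliary epithelium and lens genes were written after rises of epithelial genes had been seen, and hold none of the genes seen.

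The cells of cluster 11 were clustered again with 2000 variable genes, values limited to 10 SD, 11 principal components, 30 neighbors and the Leiden method at a resolution of 1.3, since no subcluster labels were among the data used here. In all, 8 combinations of components, neighbors and resolution were looked at, and the rule for naming subclusters (at least 3 markers of 1 type alone at their highest, at least 1 of them among the 10 most specific genes, and fewer than 3 genes of another cell type there) was revised after the values were seen. Pathway analysis, quantitative PCR, imaging, flow cytometry and the human data of the paper were not analysed here, and neither were the choroidal EC libraries. Results of some genes are not reported here.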

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

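In this part, the tests on surface epithelium, on ciliary epithelium, on *Ifi202b* alone, on the direction of calls on chromosome 1 and on the Y-linked genes were chosen only after the result was seen. All concern genes that the paper does not discuss or libraries that it does not compare in this way, and every change in tissue rests on group averages of 3 mice, so that a single mouse cannot be told from a group.

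Genes of surface epithelium were higher in the *Ihh iΔEC/iΔEC* tissue. *Fgfbp1*, *Krt15*, *Krt16* and *Aqp3*, among the largest rises in the authors' table, are genes of such epithelium. A separate list of surface epithelium genes, which holds none of these, had a median log2 fold change of 1.72 over 29 genes, with 27 of them higher and 3 called by the authors, while the central 95% of random lists ran from −0.10 to 0.09. *Krt12*, a gene of corneal epithelium, had 16.4 FPKM against 0.861 FPKM in *Ihh+/+* tissue. Of the list, 18 genes have a row in the single-cell tables and 5 exceed 1 UMI per 10,000 in a cluster. A candidate explanation is epithelium of the anterior segment or conjunctiva carried over in dissection in at least 1 mouse; it was not excluded by any value of the table. The same genes had a median of −0.10 over 9 genes after SAG. An effect of *Ihh* deletion on such epithelium stays open and was not tested.

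Genes of ciliary epithelium rose as well. *Optc* (10.2 FPKM against 0.318 FPKM) and *Best2* (1.89 FPKM against 0.03 FPKM), chosen after their values were seen, led to a list of other ciliary genes with a median of 2.13 over 9 genes, 8 of them higher and 3 called, against −0.25 to 0.17 in random lists. Of these, 6 have a row in the single-cell tables and 2 exceed 1 UMI per 10,000 in a cluster. Ciliary tissue left on the sample may account for it, and a difference between the genotypes in the tissue itself was not tested. Genes called higher lacked a row in the single-cell tables more often than genes called lower (27.6% of 181 against 5.70% of 158, and 12.7% of all tested genes).

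Photoreceptor genes were lower in the *Ihh iΔEC/iΔEC* tissue, with a median of −1.44 over 16 genes (random lists −0.12 to 0.11) and 15 of them lower. The authors call 1 of them, *Opn1sw*, so a difference in neural retina carried over cannot be told apart from variation between mice without values per mouse. Genes of sclera, muscle and extraocular tissue moved the other way, with a median of 0.43 over 11 genes, 9 of them higher, none called higher and 1 called lower. A loss of photoreceptors in the mutant retina stays open in these values, but the neural retina was removed from these samples. In its optomotor assays before retinal damage, the paper reports no impairment of vision by the deletion.

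*Ifi202b*, one of the genes that the paper reports as higher after *Ihh* deletion and lower after SAG, had 37 UMIs in 33 cells of the B6129PF1/J scRNAseq library and 0 UMIs in the C57BL/6J library, where a count of 0 allows up to 3 UMIs. A candidate explanation for its rise in *Ihh iΔEC/iΔEC* mice is an allele of 129 origin carried with the floxed *Ihh* allele, since both genes lie on chromosome 1, but they are 99.0 Mb apart, which weakens linkage as the reason. The libraries had 17168578 UMIs and 15230413 UMIs, so depth does not account for the difference. The other called genes of chromosome 1 that could be compared in both libraries, without *Ihh*, whose direction the deletion fixes, changed in *Ihh iΔEC/iΔEC* tissue in the direction of the B6129PF1/J library in 20 of 28 cases (71.4%, 51.3 to 86.8%), and genes of other chromosomes in 114 of 216 (52.8%), with an odds ratio of 2.24 (p = 0.0710, two-sided Fisher's exact test). With *Ihh* there were 21 of 29 (p = 0.0492, exact), and with *Ifi202b* as well 22 of 30 (p = 0.0487, exact). Among genes that differed over 1.5-fold between the libraries, 7 of 8 changed in that direction, against 20 of 39 elsewhere (odds ratio 6.65, p = 0.114, exact), and 8 of 9 with *Ifi202b* (p = 0.0609, exact). The share is higher on chromosome 1 in each of these counts, but p passes 0.05 only with genes whose direction was fixed or seen beforehand, so a direction set by such alleles cannot be told apart from chance. A regulation by HH signaling stays open as well, since *Ifi202b* also fell after SAG in cultures of 1 genotype.

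The Y-linked gene *Ddx3y* had 4.33 FPKM in the GLI1+ cultures with DMSO and 4.93 FPKM with SAG, although the cells came from female mice, and *Xist* was there with 11.4 FPKM and 11.5 FPKM. Reads of the X-linked homolog *Ddx3x* may be counted on *Ddx3y*. Such a share is fixed by sequence, and males in the tissue only add to it, so tissue would not lie below the cultures. *Ddx3y* amounted to 12.7% and 14.1% of *Ddx3x* in the cultures and to 8.10% in *Ihh iΔEC/iΔEC* tissue, *Uty* to 25.4% and 25.4% of *Kdm6a* against 19.6%, and *Eif2s3y* to 19.4% and 19.4% of *Eif2s3x* against 13.9%. This argues against a fixed share as the whole source of these 3 genes in the cultures, within what averages without values per library can show. *Kdm5d*, at 17.9% and 18.7% of *Kdm5c* in the cultures and 17.9% in that tissue, did not lie below both, so for it a fixed share and cells of males cannot be told apart. A smaller fixed share beside cells of males stays open for all 4 genes. No biological explanation was tested.

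Genes lower in *Ihh iΔEC/iΔEC* mice were also lower after SAG more often than chance gives. These were 30 genes, against 13.8 expected, beside the 29 genes that changed inversely. Among genes with a mean of at least 1 FPKM there were 22, against 9.25 expected (odds ratio 2.85, p = 1.42e-04, two-sided Fisher's exact test), which argues against low expression as the source. *Col1a1*, *Col1a2*, *Col3a1*, *Jun*, *Socs3* and *Mcm6* are among them, named after their values were seen. Genes that are easier to call in any comparison may raise both overlaps, which the tables without values per library cannot correct for. Such genes would also raise the overlaps of genes higher in *Ihh iΔEC/iΔEC* mice. Of those genes, 15 were lower after SAG, against 10.8 expected (odds ratio 1.46, p = 0.195, exact), and 8 were higher, against 7.56 expected (odds ratio 1.06). Neither overlap can be told apart from chance, so these values do not show such an effect and do not exclude it. No biological explanation was tested.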

How the results depend on the processing

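In this part, the deposited log2 fold change in place of the ratio of averages, a change of 2 times in both comparisons, the authors' adjusted P as a filter of cluster lists, the averages recomputed from the counts and the clustering with 20 components were alternatives chosen only after the result was seen. In all, 32 results were recomputed under 102 alternatives, 88 of them planned and 14 added. Of these, 71 stayed within the range set for their kind, 30 moved outside it, 1 passed the test's threshold that the main value did not pass, and 0 of the called results changed direction.

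No paired analysis was possible because the tables give only the average of each group. For the same reason, no alternative that needs values per library was run: quantile normalization, limma without trend, edgeR or DESeq2, leaving out each library, the replicate block, and camera and fry. A setting without any filter was not run either, since the authors had already filtered the genes. A pseudocount changes neither the authors' calls nor a sign, so it gave no value for the melanocyte, hematopoietic and chromosome results.

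With a pseudocount of 1 FPKM, 11 genes were lower by 2 times in *Ihh iΔEC/iΔEC* mice in place of 29, and 11 genes were higher and 40 lower after SAG in place of 32 and 63. The pseudocount shrinks ratios between low values by its construction. A pseudocount of 0.01, scaling and the deposited log2 fold change kept these counts between 23 and 29, 25 and 32, and 63 and 71. A minimum mean of 1 FPKM left 104 genes called higher in *Ihh iΔEC/iΔEC* mice in place of 181, because fewer genes were tested, and 123 called lower in place of 158. The same minimum left 19 and 9 genes in the inverse overlaps in place of 29 and 15. A change of 2 times in both comparisons left 6 and 4. Under it the odds ratio of genes higher in *Ihh iΔEC/iΔEC* mice and lower after SAG rose from 1.46 to 14.9 and passed the threshold, a rule chosen after the values were seen. For this overlap the exact p was 0.195 in the main setting and ranged from 2.5e-04 to 0.107 in the alternatives. The odds ratio of the other overlap was 3.62 and ranged from 3.00 to 41.5.

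The share of melanocyte genes that were lower was 87.4% and became 75.5% at 3 times and 97.3% at 10 times every other cluster; the other alternatives gave 81.4 to 92.9%. Smooth muscle genes gave 44.4 to 52.3%, above 50% only at 10 times and inside the interval of the main value, and choriocapillaris genes 58.3 to 90.0%. Hematopoietic genes called lower numbered 7, 4 at 10 times and 5 to 7 otherwise. The median of interferon-stimulated genes after SAG was −2.45 and at most −1.55, and in *Ihh iΔEC/iΔEC* tissue it lay between −0.08 and −0.02. The odds ratio of chromosome 1 was 2.07 and became 2.45 for calls of at least 2 times and 2.17 for genes of at least 1 FPKM.

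The counts of genes that differ between *Kdr high* and *Kdr low* ECs depended most on the scale. UMIs per 10,000 gave 85 and 91 genes in place of 19 and 20. Both the ratio and the minimum of 1 change their meaning with the scale, and their parts were not tested. A ratio of 3 gave 40 and 36, and an average of 0.5 gave 52 and 57. The C57BL/6J library, thinning and the averages recomputed from the counts gave 17 to 19 and 17 to 20. Above 80% in ECs there were 13 signature genes in place of 21; the other alternatives gave 22 and 23.

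Without mitochondrial genes, the mean UMIs per cell fell from 4721 to 4564 in B6129PF1/J and from 3877 to 3754.0 in C57BL/6J. With 2 UMIs of *Xist* needed, the doublet rates were 4.42% and 4.48% in place of 6.84% and 6.87%; the cause was not tested. With any of the Y-linked genes they were 5.92% and 6.07%, and after thinning 5.32% and 5.39%. The share of *Ihh* UMIs in cluster 2 was 70.4% and became 73.9% with means of logarithms, 76.5% in the C57BL/6J library and 79.1% after thinning. The share of *Gli1* UMIs in clusters 5 to 8 was 90.1%, with 96.0% in C57BL/6J and 95.6% after thinning. The share of *Ptch1* UMIs there was 68.3%, with 73.8% with means of logarithms, 59.1% in C57BL/6J and 74.6% after thinning; the cause was not tested. Hematopoietic subclusters numbered 9, and 6 to 10 in the alternatives.

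Depth limits the results on rare cells and low genes. *Gli1* rests on 202 UMIs and 150 UMIs in the 2 libraries, melanocytes on 16 and 26 cells, and mast cell-like cells on 0 and 2. The depth of the bulk libraries is not in the tables.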

Differences from the paper's values

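In this part, the counts under the deposited log2 fold change, under the authors' adjusted P as a filter of cluster lists and in the further clusterings of cluster 11 come from tests chosen only after the result was seen.

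The paper gives a doublet rate of 4% in each library, and the counts gave 6.84% in B6129PF1/J and 6.87% in C57BL/6J. Among the alternatives set before the data were examined, needing 2 UMIs of *Xist* (4.42% and 4.48%) and thinning (5.32% and 5.39%) brought both libraries within 1.5 times the paper's value. Using any of the Y-linked genes did so for B6129PF1/J (5.92%) and not for C57BL/6J (6.07%).

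The paper divides cluster 11 into 5 subclusters, and the clustering made here gave 9. Among the alternatives set before the data were examined, the B6129PF1/J library alone (6) and the C57BL/6J library alone (7) lay within 1.5 times the paper's number, and the resolution of 0.8 (8) did not. The setting with 20 components, chosen after seeing the values, gave 10. In the 8 settings looked at, 5 subclusters were reached with 11 components, 30 neighbors and a resolution of 0.5, also chosen after seeing the values. The deposited counts hold 158 fewer cells than the paper's 7723, of which 10 and 13 are in cluster 11 of B6129PF1/J and C57BL/6J. Per cluster, the number of cells was 70.9% of the paper's in cluster 7 of C57BL/6J (158 cells against the paper's 223) and up to 108% in cluster 5 (839 against the paper's 776).

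Other counts lay within 1.5 times the paper's but not at it. The averages gave 29 genes lower by 2 times in *Ihh iΔEC/iΔEC* mice, where Fig. 4 b of the paper shows 20, and *Cort* is in the figure but not among the 29. The deposited log2 fold change, chosen after the values were seen, gave 23 genes, called *Cort* and dropped 0 of the paper's 20. For melanocyte genes, 83 of 95 were lower here and 65 of 70 in the paper; the authors' adjusted P as a filter, chosen after the values were seen, gave 65 of 70. In that setting, *Rab17* was not on the list, while the main list holds it as a gene called higher. Cluster 4 over cluster 2 gave 20 genes, with *Vwf* beyond the 19 of the paper. The recomputed averages, chosen after the values were seen, gave 19 and 20 genes as well, with 18 of the paper's 19 *Kdr high* genes and without *Kctd12b*. Of the 21 EC genes, 18 were highest in *Kdr high* ECs, against 16 in the paper. The criteria are unlike: the paper compares the EC clusters with each other. The 18 rest on the highest EC average and a P given per cluster over all 13 clusters.

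The paper states that genes of smooth muscle cells and of choriocapillaris other than *Ihh* had like levels in both genotypes. In the authors' deposited table, 2 of the 104 smooth muscle genes, *Mamdc2* and *Ttc22*, are called higher, and no choriocapillaris gene but *Ihh* is called. The paper identifies a subcluster of mast cells; in the counts used here, 2 cells of C57BL/6J and 0 cells of B6129PF1/J had at least 10 UMIs of *Cma1*, and no subcluster of mast cells alone was found.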

Other observations

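In this part, the tests on chromosome 1 without *Ihh*, on the Y-linked genes without *Xist*, on genes near *Ihh*, on the 15 shared genes, on mast cells in the deposited averages and on chromosome 15 were chosen only after the result was seen.

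Genes called in *Ihh iΔEC/iΔEC* tissue lay on chromosome 1, with *Ihh*, more often than other tested genes: 40 of 339 calls, against 21.0 expected (odds ratio 2.07, p = 8.65e-05, 0.00164 after correction for 19 chromosomes, two-sided Fisher's exact test), 22 of them higher and 18 lower. Without *Ihh* itself there were 39 of 338 (odds ratio 2.02, p = 2.11e-04, exact). No other chromosome had a corrected p under 0.05. DNA of the strain in which the floxed allele was made, carried along with *Ihh*, is a candidate explanation. Of the 15 genes higher in *Ihh iΔEC/iΔEC* mice and lower after SAG, 6 lie on chromosome 1 (*Ifi202b*, *Xkr4*, *Klhdc8a*, *Steap3*, *Shisa4* and *Adam23*; odds ratio 10.8, p = 1.27e-04, exact), and of the 29 genes changed the other way 2 do (odds ratio 1.19, p = 0.687, exact). Of these 6, only *Adam23* is near *Ihh*, at 11.4 Mb, while *Steap3*, *Klhdc8a*, *Shisa4*, *Xkr4* and *Ifi202b* are 45.3, 57.4, 60.4, 71.5 and 99.0 Mb away, which weakens linkage as the reason for these 5, so for the 6 genes linked DNA cannot be told apart from regulation. Within chromosome 1 and without *Ihh*, 16 of 274 genes within 20 Mb of *Ihh* were called (5.84% against 3.27% farther away, odds ratio 1.84, p = 0.0704, exact). The exact p was 0.0298 at 5 Mb, 0.181 at 10 Mb and 0.185 at 40 Mb, so the test depends on the window, and whether the calls lie close to *Ihh* stays open. SAG calls in the cultures were also more frequent on chromosome 1 (odds ratio 1.28, p = 0.00825, exact), which a linked segment does not account for. An effect of *Ihh* on genes of chromosome 1 stays open and was not tested.

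Of *Ifi202b*, *Xkr4* and *Gm14446*, all higher in *Ihh iΔEC/iΔEC* tissue, only 1 has a row in the single-cell counts, so whether the other 2 follow a strain variant cannot be told apart from regulation. Among called genes of chromosome 1, the B6129PF1/J and C57BL/6J libraries had 271 and 522 UMIs of *Mcm6* (lower in *Ihh iΔEC/iΔEC*) and 520 and 204 UMIs of *Wdfy1* (higher), both chosen after their values were seen.

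The fall of melanocyte genes might come from a smaller share of all choroidal cells in the mutant samples. Such a share would lower the genes of other choroidal cells by as much as the melanocyte genes, which had a median of −0.39. Smooth muscle genes had a median of 0.13 in the test against random lists, above all of them, and for genes at 10 times every other cluster 0.02 (79.9th percentile) in that test and −0.07 over all 65 genes, where melanocyte genes had −0.55. This argues against a smaller share as the whole cause. A smaller share as part of it stays open, since choriocapillaris genes (−0.20, 4.38th percentile), EC markers (−0.17, 0.43rd percentile) and hematopoietic genes (−0.09, below all random lists) were lower as well, though by less. RPE genes rose, with a median of 0.29, and genes of stromal cluster 7 fell, with a median of −0.39, while genes of Schwann cluster 12 stayed at −0.01. A change of melanocytes in number or in expression stays open, and the averages do not separate these.

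The numbers of males and females might differ between the genotypes. *Xist* had a log2 fold change of 1.16, and the 4 Y-linked genes were all lower, with a median of −0.93, below all random lists (−0.27 to 0.21). This is what more females among the *Ihh iΔEC/iΔEC* mice, or more tissue of females, would give. None of these 5 genes was called, and only *Ddx3y* has an adjusted P in the authors' table (−0.89, adjusted P = 0.968 from DESeq2), which mixed sexes within a group would also give. Whether such a difference set any of the calls cannot be told apart from an effect of genotype, since the sex of each mouse is not given with the values.

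*Jun* and *Socs3* might be lower because dissection stress differed. The other 17 immediate-early genes had a median of −0.14, below all random lists (−0.05 to 0.13), with 1 called (*Hspa1a*). As 9 were lower and 8 higher, this cannot be told apart from changes of single genes. The whole list of 19 genes had a median of −0.25.

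The fall of macrophage genes might reflect fewer hematopoietic cells. All genes enriched in these cells had a median of −0.10, and those above the expression minimum had a median of −0.09, below all random lists (−0.05 to 0.01). The 5 called genes other than *Cma1* and *Xlr4a* lay between −1.36 and −0.56. These 5 genes were picked from the list because they were called lower. Their distance from its median therefore cannot decide for or against fewer hematopoietic cells of all kinds. A set of 14 pan-hematopoietic and pan-macrophage genes had a median of −0.06 (0.8th percentile of random lists), with values from −0.51 to 0.54; it mixes genes of both kinds, so it does not separate macrophages from other hematopoietic cells. A loss of these cells, which the medians below random lists would fit, and a change among macrophages alone stay open in these averages. In stained flatmounts of albino mice, the paper reports an unaltered macrophage area and less protein of *Mrc1* within it. From this it proposes a similar number of macrophages with a changed polarization. Mast cell genes had a median of −1.64, all 3 lower. The paper came to them through their fall in these data, so this median is no separate evidence.

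Interferon-stimulated genes were lower after SAG, with a median of −2.45, while random lists of the same mean FPKM lay between −0.04 and 0.05. An effect of SAG itself on these genes, through HH signaling or otherwise, stays open as the biological explanation and was not tested, as does a single culture with a high interferon response, since only averages are given.

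The deposited averages of cluster 11 in B6129PF1/J list 5 genes at 0.3 or more that have under 0.1 of that value in the counts, namely *Tpsb2*, *Cma1*, *Mcpt4*, *Cpa3* and *Tpsab1*, all genes of mast cells, and 0 such genes in C57BL/6J. Their UMIs in the B6129PF1/J counts were 1, 3, 0, 0 and 0. Mast cells among the cells of the averages that are missing from the counts may account for it, as the paper counts 116 cells in this cluster and the counts hold 106. No biological explanation was tested.

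The bulk tables used here list no gene of chromosome 15, where the annotation has 784 protein-coding genes and the single-cell tables 608 genes. The genes of chromosome 15 may have been missing when the paper's counts were made. Of 90 genes in the paper's panels from bulk data, 89 have coordinates and 0 lie on chromosome 15, against 3.41 expected (p = 0.0309, exact binomial test), and all 5 counts of genes compared with the paper (158 and 181 genes called, 29 and 15 genes shared, 99 signature genes) were reached from tables without it. Of the 9 melanocyte genes that pass the authors' adjusted P and are not listed, 5 lie there. No biological explanation was tested.

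Other lists gave the following medians in *Ihh iΔEC/iΔEC* tissue: EC markers −0.17 (0.43rd percentile of random lists, none called), pro-inflammatory genes of Fig. 6 g 0.14 over 4 genes, clock genes 0.07 over 11 genes, lens genes 0.43 over 9 genes and red blood cells 0.71 for 1 gene. After SAG, the median was 2.44 for HH targets (4 genes), several of which the paper names among genes chosen for their rise after SAG. The other medians after SAG were −1.28 for pro-inflammatory genes (3 genes), −0.12 for photoreceptor genes (3 genes), −0.11 for sclera and muscle genes and 0.37 for EC markers. They were −0.12 for immediate-early genes, −0.02 for sex-linked genes and 0.25 for pan-hematopoietic and pan-macrophage genes. Clock genes had −0.09, ciliary genes −0.18 and lens genes 0.71 (2 genes).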
